# Biogenesis of phased siRNAs on membrane-bound polysomes in Arabidopsis

**DOI:** 10.7554/eLife.22750

**Published:** 2016-12-12

**Authors:** Shengben Li, Brandon Le, Xuan Ma, Shaofang Li, Chenjiang You, Yu Yu, Bailong Zhang, Lin Liu, Lei Gao, Ting Shi, Yonghui Zhao, Beixin Mo, Xiaofeng Cao, Xuemei Chen

**Keywords:** microRNA, polysome, endoplasmic reticulum, rough ER, argonaute, siRNA, A.thaliana

## Abstract

Small RNAs are central players in RNA silencing, yet their cytoplasmic compartmentalization and the effects it may have on their activities have not been studied at the genomic scale. Here we report that Arabidopsis microRNAs (miRNAs) and small interfering RNAs (siRNAs) are distinctly partitioned between the endoplasmic reticulum (ER) and cytosol. All miRNAs are associated with membrane-bound polysomes (MBPs) as opposed to polysomes in general. The MBP association is functionally linked to a deeply conserved and tightly regulated activity of miRNAs – production of phased siRNAs (phasiRNAs) from select target RNAs. The phasiRNA precursor RNAs, thought to be noncoding, are on MBPs and are occupied by ribosomes in a manner that supports miRNA-triggered phasiRNA production, suggesting that ribosomes on the rough ER impact siRNA biogenesis. This study reveals global patterns of cytoplasmic partitioning of small RNAs and expands the known functions of ribosomes and ER.

**DOI:** http://dx.doi.org/10.7554/eLife.22750.001

## Introduction

RNA silencing is a conserved posttranscriptional gene regulatory mechanism in eukaryotes. At the core of RNA silencing are small RNAs, microRNAs (miRNAs) or small interfering RNAs (siRNAs), and their effector ARGONAUTE (AGO) proteins. Many observations document the membrane association of plant and animal AGO proteins (Brodersen et al., 2012; Cikaluk et al., 1999; Gibbings et al., 2009; Jouannet et al., 2012; Lee et al., 2009; Li et al., 2013; Stalder et al., 2013; Wu et al., 2013), but the cytoplasmic location where miRNAs or siRNAs repress target RNAs is largely unexplored and is perhaps presumed to be the cytosol. The membrane-cytosol partitioning of small RNAs has not been studied at the genomic scale. Little is known about how the membrane-cytosol partitioning of small RNAs affects their activities.

A well-documented feature of RNA silencing in plants and *C. elegans* is signal amplification, in which primary siRNAs from transgenes or viruses guide the production of secondary siRNAs from target RNAs through the activities of RNA-dependent RNA polymerases (RdRP) (Sijen et al., 2001; Vaistij et al., 2002). This results in enhanced silencing and the spreading of the silencing signal into flanking sequences. Contrary to siRNAs, most miRNAs do not cause ‘signal amplification’ from their target RNAs. In fact, should miRNAs do so, the secondary siRNAs may cause unintended repression of genes homologous to miRNA targets.

However, for a small number of miRNAs and their targets, such ‘signal amplification’ occurs in plants. In fact, a widespread and deeply conserved phenomenon in diverse land plants is miRNA-triggered production of phased secondary siRNAs (phasiRNAs) from target transcripts (reviewed in [Fei et al., 2013]). Upon miRNA-guided cleavage of a target RNA, either the 5’ or 3’ cleavage fragment is converted by RdRP to double-stranded RNA, which is then successively diced into 21-nt phasiRNAs, with the phase determined by miRNA-guided cleavage (Allen et al., 2005; Axtell et al., 2006). In *Arabidopsis*, eight noncoding *TAS* loci generate phasiRNAs in this manner and, as the phasiRNAs regulate target genes in trans, they are termed trans-acting siRNAs (ta-siRNAs) (Allen et al., 2005; Axtell et al., 2006; Peragine et al., 2004; Rajagopalan et al., 2006; Vazquez et al., 2004b). Most miRNAs are 21 nt long and do not trigger phasiRNA production. A predominant mechanism (termed the ‘one hit model’) to trigger phasiRNA production is by a 22-nt miRNA (Chen et al., 2010; Cuperus et al., 2010); the *TAS1*, *2*, and 4 loci are examples of the ‘one-hit’ model with 22-nt miR173 or miR828 as the trigger (Allen et al., 2005; Rajagopalan et al., 2006). In a ‘two-hit’ model, a pair of 21-nt miRNAs target the same transcript to cause phasiRNA production (Axtell et al., 2006). The three *TAS3* loci are such examples, each containing two sites for miR390 (Axtell et al., 2006), a miRNA that associates with AGO7 instead of AGO1 to trigger phasiRNA production (Montgomery et al., 2008). In addition to the noncoding *TAS* loci, a small number of protein-coding genes in *Arabidopsis* such as immune receptor (*NBS-LRR*) and pentatricopeptide repeat (*PPR*) genes are targeted by 22-nt miRNAs and produce phasiRNAs (Chen et al., 2007; Howell et al., 2007).

Where phasiRNA biogenesis occurs in the cytoplasm is unknown. Intriguingly, SGS3 and RDR6, two proteins required for phasiRNA biogenesis (Peragine et al., 2004; Vazquez et al., 2004b), form cytoplasmic foci called siRNA bodies, which are often adjacent to vesicles marked by a cis-Golgi marker (Jouannet et al., 2012). In addition, both SGS3 and AGO7 are present in the microsomal fraction (Jouannet et al., 2012), implicating that ta-siRNA biogenesis occurs on a cytoplasmic membrane structure. A recent study found that *TAS3* RNA is bound by ribosomes, and ribosomes on *TAS3* RNA are stalled by AGO7 at the miR390-binding site, implicating that ta-siRNA biogenesis from *TAS3* occurs on polysomes (Hou et al., 2016).

We combined genomic approaches with cellular fractionation to study the subcellular distribution of small RNAs and messenger RNAs (mRNAs). We found an intriguing difference between miRNAs and siRNAs in their membrane-cytosol partitioning. We showed that all miRNAs, including 22-nt miRNAs, were associated with membrane-bound polysomes (MBPs) as opposed to polysomes in general. The plant miRNA effector AGO1 associated with membranes in part in an RNA-independent manner, recruited miRNAs to membranes, and exerted its endonuclease activity on MBPs. Reduced membrane-association of 22-nt miRNAs in an *ago1* mutant led to reduced levels, or loss of phasing, of phasiRNAs. The *TAS* transcripts, presumed to be noncoding, were actually bound by MBPs in a manner that supports phasiRNA production. These findings establish MBPs as the site of action of plant miRNAs and uncover a role of ribosomes and the ER in siRNA biogenesis, thus expanding the known functions of the rough ER.

## Results

### Differential partitioning of miRNAs and siRNAs between membranes and cytosol

We previously uncovered an integral ER membrane protein (named AMP1) as required for miRNA-mediated translational repression of target RNAs and showed that a few examined miRNAs and their target transcripts were present on MBPs (Li et al., 2013). To gain a global view of the membrane association of cellular small RNAs (sRNAs), we performed sRNA sequencing (sRNA-seq) for total (T) and microsomal (M; Figure 1A) RNAs. Three biological replicates were highly reproducible (Figure 1—figure supplement 1A). For an initial analysis, we quantified sRNAs by normalizing against total reads. The T sRNA population was characterized by two prominent size classes, 21 nt and 24 nt, as previously observed (Kasschau et al., 2007; Lu et al., 2006) (Figure 1—figure supplement 1B). In contrast, the M sRNA population exhibited a larger 21-nt peak and a diminished 24-nt peak (Figure 1—figure supplement 1B). In both T and M sRNA populations, miRNAs were the major component in the 21-nt class while P4siRNAs (Pol IV-dependent siRNAs) were a major component of the 24-nt class (Figure 1—figure supplement 1C). Notably, in the M fraction, the proportion of miRNAs was increased in 21-, 22-, and 24-nt classes (Figure 1—figure supplement 1C).

**Figure 1.**
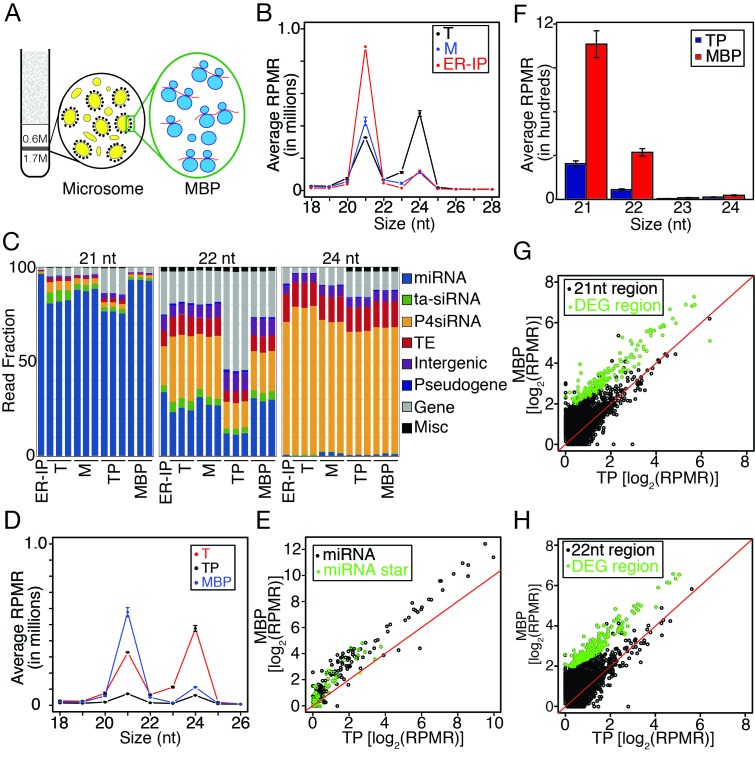
Enrichment of miRNAs and a set of endogenous siRNAs in the microsomal (**M**) and membrane-bound polysome (MBP) fractions. (**A**) A brief scheme of microsome and MBP isolation. (**B**) Size (in nucleotides) distribution of sRNAs in total extract (T), microsome (M), and an ER pull-down (ER-IP). RPMR, reads per million 45S rRNA (see Materials and methods). Error bar indicates standard deviation from three biological replicates. (**C**) Composition of sRNAs in three size classes in various samples. TP, total polysome; MBP, membrane-bound polysome. Each column represents a biological replicate. (**D**) Size (in nucleotides) distribution of sRNAs in T, TP, and MBP. (**E**) Abundance of annotated miRNAs and miRNA*s in MBP and TP. (**F**) Abundance of siRNAs from *TAS1*, *2*, *3*, and four loci in TP and MBP. All siRNAs mapping to the *TAS* loci were sampled in the four size classes. (**G–H**) A set of endogenous siRNAs was enriched in the MBP fraction. The genome was tiled into 100 bp windows and the abundance of 21-nt (**G**) or 22-nt (**H**) sRNAs in these windows were compared between MBP and TP samples. Regions showing enrichment (DEG region) are in green. **DOI:** http://dx.doi.org/10.7554/eLife.22750.002

**Figure 1—figure supplement 1.**
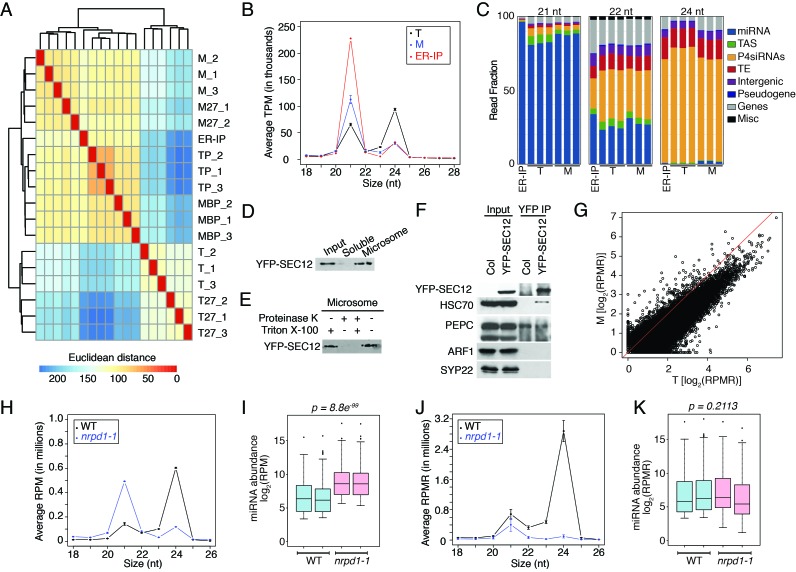
Analyses of sRNA-seq libraries. (**A**) Hierarchical clustering analysis showing the degree of similarity among the sRNA-seq libraries. Sample-to-sample distances were calculated based on log-transformed normalized read counts. The biological replicates of each sample type were highly reproducible. T: total extract; M: microsome; TP: total polysome; MBP: membrane-bound polysome; T27: sRNA-seq from total extracts in *ago1-27*; M27: sRNA-seq from microsomes in *ago1-27*. The other samples were from wild type. The numbers after the underscore represent biological replicates. (**B**) Size distribution of sRNAs in the indicated samples. T: total extract; M: microsome; ER-IP: ER immunoprecipitation. Note that normalization was performed against total r/t/snRNA-depleted reads. (**C**) The composition of sRNAs in each of three size classes. Each column represents a biological replicate. Note that normalization was performed against total r/t/snoRNA-depleted reads. (**D**) Western blotting using anti-GFP antibodies to show that YFP-SEC12 was in the microsomal fraction. (**E**) Topology mapping showing that the YFP tag of the ER transmembrane protein YFP-SEC12 was on the cytosolic side. (**F**) Western blotting showing that ER immunoprecipitation (using anti-GFP antibodies with the YFP-SEC12 transgenic line) contained two ER markers (YFP-SEC12 and HSC70) but not markers for Golgi (ARF1) or endosomes (SYP22). PEPC is a soluble protein. Col, wild type (without the YFP-SEC12 transgene). (**G**) A scatter plot showing the depletion of Pol IV-dependent siRNAs (P4siRNAs) from the microsomal fraction. Each dot represents a 100 bp window that generates P4siRNAs. Note that normalization was performed using rRNA fragments as internal controls. (**H–K**) Wild type and *nrpd1-1* sRNA-seq samples that differ greatly in sRNA compositions were used as a proof-of-concept for the rRNA fragment-based normalization method. (**H–I**) Normalization using total r/tRNA-depleted, genome-matched reads led to an exaggeration of the 21-nt peak (**H**) and an apparent increase in the abundance of miRNAs (**I**) in *nrpd1-1*, which lacks most 24-nt siRNAs. (**J–K**) Normalization using rRNA fragments resulted in similar abundance of 21-nt siRNAs (**J**) and miRNAs (**K**) between wild type and *nrpd1-1*. **DOI:** http://dx.doi.org/10.7554/eLife.22750.003

**Figure 1—figure supplement 2.**
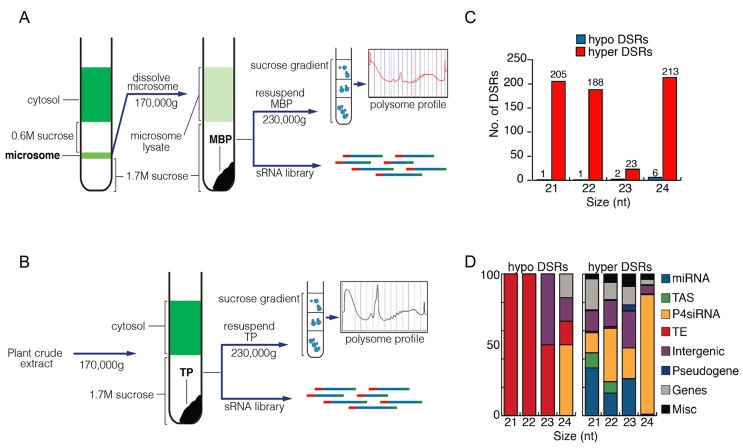
Comparison of MBP and TP sRNAs. (**A–B**) Schemes of MBP (**A**) and TP (**B**) isolation. The MBPs and TPs were resolved on sucrose gradients to ensure that the expected profiles were seen. (**C**) Differential small RNA regions (DSRs) for each sRNA size class between MBP and TP samples. The genome was tiled into 100 bp windows and sRNA abundance was compared between the MBP and TP samples for each window. Hypo: MBP<TP; Hyper: MBP>TP. (**D**) The genomic features of the hypo and hyper DSRs in (**C**) according to TAIR10 annotation. **DOI:** http://dx.doi.org/10.7554/eLife.22750.004

As the M fraction was a crude membrane preparation, and our previous study implicated the rough ER as the site of miRNA-mediated translational repression (Li et al., 2013), we sought to determine whether ER-associated sRNAs show a similar profile as M sRNAs. We took advantage of a transgenic line expressing an ER membrane protein SEC12 fused to YFP (YFP-SEC12) (Agee et al., 2010) to enrich for the ER. YFP-SEC12 was present in the M fraction as expected (Figure 1—figure supplement 1D), and the YFP tag was on the cytosolic side of the ER (Figure 1—figure supplement 1E). We pulled down ER using anti-YFP antibodies; western blotting showed that this ER preparation contained two ER proteins YFP-SEC12 and HSC70 but not ARF1 and SYP22, which marks Golgi and endosome, respectively (Ebine et al., 2008; Ritzenthaler et al., 2002) (Figure 1—figure supplement 1F). Similar to the M fraction, the ER preparation showed a skewed sRNA size distribution towards 21 nt (Figure 1—figure supplement 1B).

Because the M and T samples differed drastically in the composition of small RNAs, normalization against total reads were not appropriate if comparisons of sRNA levels between the two sample types were to be made. To establish a reasonable normalization method for such comparisons, we utilized published sRNA-seq libraries from wild type and the *nrpd1-1* mutant (Li et al., 2015). *NRPD1* encodes the largest subunit of Pol IV (Herr et al., 2005); the sRNA population in *nrpd1-1* lacks most 24-nt P4siRNAs (Mosher et al., 2008; Zhang et al., 2007) (Figure 1—figure supplement 1H), which resembles the M sRNA profile (Figure 1—figure supplement 1B). Although miRNA abundance is unaffected in Pol IV mutants (Herr et al., 2005; Kanno et al., 2005; Onodera et al., 2005), miRNAs appeared to be greatly increased in abundance when read counts were normalized against total mapped reads (Figure 1—figure supplement 1I), and this was also true for 21-nt sRNAs (Figure 1—figure supplement 1H). We found that if normalization was performed against 18–41-nt rRNA fragments (from 5.8S, 18S, and 25S rRNAs from 80S ribosomes), then the levels of 21-nt sRNAs and miRNAs were similar in WT and *nrpd1-1* (Figure 1—figure supplement 1J,K), which better reflected the actual situation. Thus, rRNA fragments could serve as an internal control in sRNA-seq quantification for our purposes. We refer to the normalized read counts as RPMR (reads per million rRNA fragments).

We re-analyzed T and M sRNA-seq using this normalization method, which was also used for all subsequent sRNA-seq analyses in this study. The size distribution of M sRNAs still showed a diminished 24-nt peak and an increased 21-nt peak (Figure 1B), indicating not only a depletion of 24-nt sRNAs but also an increase in 21-nt sRNAs in the M fraction. The M fraction had a higher proportion of miRNAs for 21-, 22-, and 24-nt size classes than the T samples (Figure 1C), indicating that miRNAs were enriched in the membrane fraction relative to other small RNAs.

The reduction in the 24-nt peak in the M fraction was due to a depletion of P4siRNAs. The *Arabidopsis* genome was divided into consecutive and non-overlapping 100 bp windows, and normalized sRNA read counts in each window were compared between M and T samples. P4siRNA read counts were much lower in the M fraction (Figure 1—figure supplement 1G). Note that the great majority of P4siRNAs reside in the cytoplasm, despite their nuclear functions in guiding DNA methylation (Ye et al., 2012). Therefore, most cytoplasmic P4siRNAs were not associated with membranes. Thus, this work revealed an intriguing difference in the partitioning between membranes and cytosol for miRNAs and P4siRNAs.

### Association of miRNAs with membrane-bound polysomes (MBPs)

Having shown that miRNAs were enriched in the M fraction relative to P4siRNAs and other siRNAs, we next asked whether they were present on MBPs. We isolated MBPs (diagrammed in Figure 1A and in more detail in Figure 1—figure supplement 2A; a representative MBP profile is shown in Figure 1—figure supplement 2A) in three biological replicates and performed sRNA-seq (reproducibility is shown in Figure 1—figure supplement 1A). MBP-associated sRNAs had a profile with a large 21-nt peak and a small 24-nt peak (Figure 1D). The proportions of miRNAs in all size classes were higher in MBP than in T (Figure 1C), suggesting that miRNAs were enriched in MBP relative to other sRNAs.

AGO1 co-fractionates with polysomes (Lanet et al., 2009), implying that miRNAs associate with polysomes. Thus, the observed MBP enrichment of miRNAs could be attributed to the association of miRNAs with polysomes in general. To determine whether miRNAs associated with MBPs, a more meaningful comparison would be between MBPs and total cellular polysomes (TPs). We isolated TPs (diagrammed in Figure 1—figure supplement 2B) and MBPs from the same seedling samples in three biological replicates and sequenced the associated sRNAs (reproducibility is shown in Figure 1—figure supplement 1A). The MBP samples had a much larger 21-nt peak relative to TP samples (Figure 1D), indicating that the enrichment of 21-nt sRNAs in MBP was due to their association with MBPs but not polysomes in general. For each size class, and particularly for the 22-nt class, the proportion of miRNAs was greatly increased in MBP relative to TP (Figure 1C).

The abundance of individual miRNAs in MBP and TP fractions was determined using reads that mapped exactly to annotated miRNAs or miRNA*s. Most miRNAs as well as some detectable miRNA*s showed higher abundance in MBP vs. TP (Figure 1E). 21-nt and 22-nt ta-siRNAs (from *TAS1* to *TAS4* loci) also had higher levels in MBP (Figure 1F). To evaluate the MBP enrichment of miRNAs and ta-siRNAs relative to other 21-nt or 22-nt sRNAs, we calculated 21-nt or 22-nt sRNA counts in 100 bp windows of the genome. Endogenous siRNAs constituted most of the 21-nt or 22-nt sRNA-generating regions of the genome. Only a small set of the windows produced MBP-enriched sRNAs (green circles in Figure 1G,H), suggesting that a small set of endogenous siRNAs was enriched on MBPs while the majority of siRNAs were not.

To identify MBP-enriched sRNAs, we compared the abundance of sRNAs in each 100 bp window for each sRNA size class (21, 22, 23, and 24 nt) between MBP and TP samples. This analysis revealed higher numbers of hyper (MBP>TP) than hypo (MBP<TP) differential sRNA regions (DSRs) (Figure 1—figure supplement 2C, Supplementary file 1). At the 21-nt and 22-nt hyper DSRs, 25–50% overlapped with *MIR* and *TAS* genes (Figure 1—figure supplement 2D).

The large number of 22-nt hyper DSRs was particularly intriguing, as 22-nt sRNAs have the unique capacity to trigger the biogenesis of phasiRNAs from their target genes. Among the 188 22-nt hyper DSRs, 31 overlapped with *MIR* genes representing 24 miR families (Supplementary file 1). This was surprising, as only a few miRNAs are annotated as 22 nt long. This prompted us to interrogate the sizes of all *Arabidopsis* miRNAs using our sRNA-seq datasets.

Among a total of 427 *Arabidopsis* miRNAs, 178 were at an average level > 1 RPMR in the 12 sRNA-seq samples (three samples each for T, M, MBP and TP from wild type) (Supplementary file 2). Of these 178 miRNAs, 141 and 17 were annotated as 21 nt and 22 nt, respectively (Supplementary file 2). By examining the actual sizes of the miRNAs, we found that many miRNAs had both 21-nt and 22-nt isoforms, and the annotated size represented the size of the major isoform (Figure 2A). 22-nt miRNAs, regardless of whether they were the major or minor isoforms, were more abundant in MBP relative to TP (Figure 2B).

**Figure 2.**
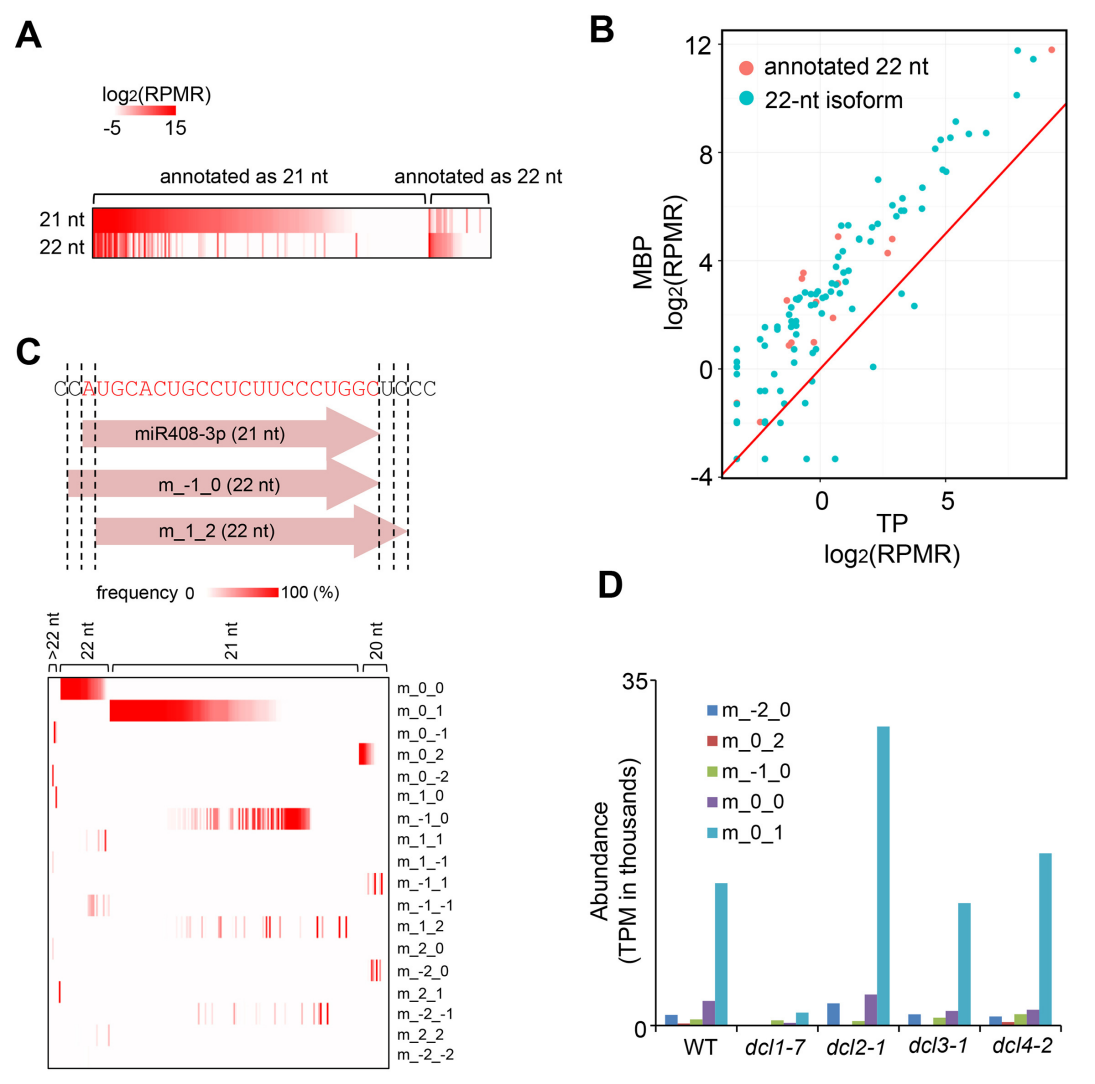
The production and MBP association of 22-nt miRNA isoforms. (**A**) Many miRNAs exist as both 21-nt and 22-nt isoforms. A heatmap showing the abundance of 21-nt and 22-nt isoforms of 178 miRNAs that were at levels > 1 RPMR in the 12 sRNA-seq samples (three samples each for T, M, MBP and TP from wild type). Each horizontal line represents a miRNA. The annotated sizes are indicated on top. The actual sizes are indicated to the left. (**B**) 22-nt miRNAs are enriched in MBP relative to TP. The abundance of 22-nt miRNAs in MBP and TP samples is shown. Only a few miRNAs (red dots) were from loci annotated to produce 22-nt miRNAs; most were 22-nt isoforms (cyan dots) from loci that produce predominantly 21-nt miRNAs. (**C**) Origins of 22-nt miRNA isoforms. The positions of the 5’ and 3’ ends of the 22-nt isoforms are defined relative to the annotated miRNA 5’ and 3’ ends using a scheme shown in the diagram of miR408-3p. This miRNA exists predominantly as a 21-nt form. ‘m_-1_0’ represents a 22-nt isoform with an extra nucleotide on the 5’ end. ‘m_1_2’ represents a 22-nt isoform that is shifted relative to the 21-nt isoform by 1-nt and 2-nt at the 5’ and 3’ ends, respectively. A heatmap showing the abundance of 22-nt isoforms that fall into the various categories. The annotated sizes of the miRNAs are shown on the top. The various mechanisms to generate a 22-nt isoform are indicated to the right. 3’ extension is the predominant mechanism that generates 22-nt isoforms from loci that predominantly produce 21-nt or 20-nt miRNAs. (**D**) DCL1 generates 22-nt miRNA isoforms. The abundance of 22-nt miRNA isoforms was determined using published sRNA-seq from wild type (WT) and various *dcl* mutants (GSE6682) (Fahlgren et al., 2007). The various mechanisms of 22-nt miRNA production are as defined in (**C**). TPM, transcript per million. **DOI:** http://dx.doi.org/10.7554/eLife.22750.005

We investigated how the 22-nt miRNA isoforms from predominantly 21-nt miRNA-producing loci arose. The 22-nt miRNA isoforms tended to have a genome-matched 1-nt extension relative to the 21-nt major isoforms, and 3’ extension was more prevalent than 5’ extension (Figure 2C). DCL1 is the Dicer that generates miRNAs, most of which are 21 nt long (Park et al., 2002; Reinhart et al., 2002), and DCL2 produces 22-nt siRNAs (Gasciolli et al., 2005). The abundance of 22-nt miRNA isoforms was greatly reduced in a *dcl1* mutant but not in a *dcl2* mutant (Figure 2D) (Kasschau et al., 2007), suggesting that the 22-nt miRNA isoforms were made by DCL1. Thus, precursor processing by DCL1 is not precise such that 22-nt miRNA isoforms from many *MIR* genes are made. This poses a potential problem, as 22-nt miRNA isoforms have the potential to trigger phasiRNA production from target transcripts.

### The MBP-associated transcriptome

Given that miRNAs were enriched in the MBP fraction, we asked whether they could meet their target transcripts on MBPs. The canonical view is that transcripts encoding proteins that enter the secretary pathway are co-translationally recruited to the ER. Under such a scenario, many miRNA target transcripts, which encode transcription factors, are not expected to be on MBPs. However, we found that a few miRNA target transcripts were present on MBPs (Li et al., 2013). To gain a global view of MBP-associated mRNAs, we performed polyA+ RNA-seq of MBP RNAs and total RNAs. We found that the overall profiles of MBP and total RNAs were highly similar (data not shown), suggesting that all cellular mRNAs were represented on MBPs.

To further validate this, we switched to another method of fractionation that allowed for the simultaneous recovery of MBPs and cytosolic free polysomes (FPs) (Figure 3—figure supplement 1). Note that this purification scheme could not result in MBPs as pure as the previous method (Figure 1—figure supplement 2A), but was used here to allow the comparison between MBP and FP RNAs. In brief, total extracts were first separated into microsome and cytosol fractions, from which MBPs and FPs were then isolated, respectively. The MBP and FP profiles on sucrose gradients were as expected (Figure 3—figure supplement 1A). The microsome, cytosol, MBP, and FP RNAs were then subjected to polyA+ RNA-seq in three biological replicates (reproducibility is shown in Figure 3—figure supplement 1B). 

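PolyA+ RNA of the cytosol, microsome, FP and MBP fractions of 12-day wild-type (Col-0) seedlings was sequenced in 3 libraries per fraction, 12 libraries in all. For each library, the authors deposited the number of reads counted on each of 28496 genes and, beside it, the same count divided by a size factor of the library. The raw counts were used here. The paper's methods describe collapsing the reads to a non-redundant set, mapping with TopHat and excluding reads with multiple positions. Whether the deposited counts were made from reads treated in this way is not stated. Total counts per library were 10531030 to 11748929 in cytosol (median 11111123), 10207883 to 12262497 in microsome (median 10970235), 9324186 to 13608750 in FP (median 10915762) and 10626192 to 11366284 in MBP (median 10858555). Genes with at least 10 counts numbered 18153 to 18541 per library in cytosol, 17670 to 18371 in microsome, 17649 to 17972 in FP and 17666 to 18028 in MBP. In all, 18859 genes had at least 10 counts in at least 3 libraries and were tested, and 4453 had no count in any library. Across the tested genes, which are not independent replicates, log2 CPM of libraries of the same fraction correlated with Pearson's r of 0.934 to 0.992. Within each fraction, 1 library differed from the other two in the same direction as in the other fractions: cytosol replicate 1, microsome replicate 3, FP replicate 2 and MBP replicate 1. Its 100 most abundant genes held 35.6% of the counts in cytosol, 36.5% in microsome, 39.5% in FP and 34.4% in MBP, against at most 30.5%, 29.8%, 31.0% and 28.3% in the other libraries of these fractions.

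The paper states that MBPs and FPs were isolated from the microsome and cytosol fractions of the same extracts, whereas the sample descriptions give a separate extraction for cytosol and microsome RNA. Whether libraries with the same replicate number came from the same seedlings was checked in the counts. Each library's deviation from the mean of its fraction, taken across the tested genes, had a mean correlation of −0.11 with the same-numbered libraries of other fractions and of 0.12 with the differently numbered ones. These correlations mostly reflect which library of each fraction deviates, since 78.3% of the variance within fractions lies on 1 component. With this component removed, a step chosen after seeing the data, the means were 0.032 and −0.016. With the deviating libraries also left out, they were −0.085 and −0.076, in the other order. The check therefore neither shows nor excludes that same-numbered libraries are pairs, as the paper's description would have it. The fits here have no block, and a fit with the replicate number as a block was run beside them. With this block, 2634 transcripts were higher in MBP than FP and 568 were lower, against 2757 and 831 without it.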

Clustering analysis using the 5000 top varying transcripts (Supplementary file 3.1) showed that the microsome and MBP fractions clustered together and the cytosol and FP fractions clustered together (Figure 3A). This indicated that the separation of these fractions was successful. 

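The 12 libraries were clustered on the 5000 transcripts whose 4 fraction means had the largest standard deviation, on the scale of log2(CPM + 1) after TMM normalization. The distance was 1 minus Pearson's r of the centred values, with average linkage. Divided into 2 groups, the tree held the 6 microsome and MBP libraries in one group and the 6 cytosol and FP libraries in the other, so that 12 of 12 libraries lay on the side of their compartment. The same 12 of 12 resulted when transcripts were chosen by the coefficient of variation, when the transcripts given of Supplementary file 3.1 or all transcripts with a mean of at least 1 CPM in a fraction were used, with Euclidean distances of z-scores and complete linkage, and with a pseudocount of 0.1. With each replicate number left out in turn, 8 of 8 libraries lay on the side of their compartment. Inside the groups, the libraries did not all join their own fraction first. Cytosol replicate 1 joined FP replicate 2 at a height of 0.179, and microsome replicate 3 joined MBP replicate 1 at a height of 0.154, before either pair joined other libraries. Over the 5000 transcripts, the centred fraction means of microsome and MBP correlated with r = 0.904 and those of cytosol and FP with r = 0.691, while the other 4 pairs of fractions had r of −0.930 to −0.839. These correlations are across transcripts, which are not independent replicates, and centring on 4 fractions pushes unlike pairs toward negative values. The first principal component carried 74.7% of the variance, and on it the microsome and MBP libraries scored 36.0 to 51.5 and the cytosol and FP libraries −68.6 to −27.7. The second component carried 12.7%. The 5000 transcripts were chosen for differing between fraction means. The share of component 1 and the gap on it are therefore partly set by this choice.

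**Figure D1:**
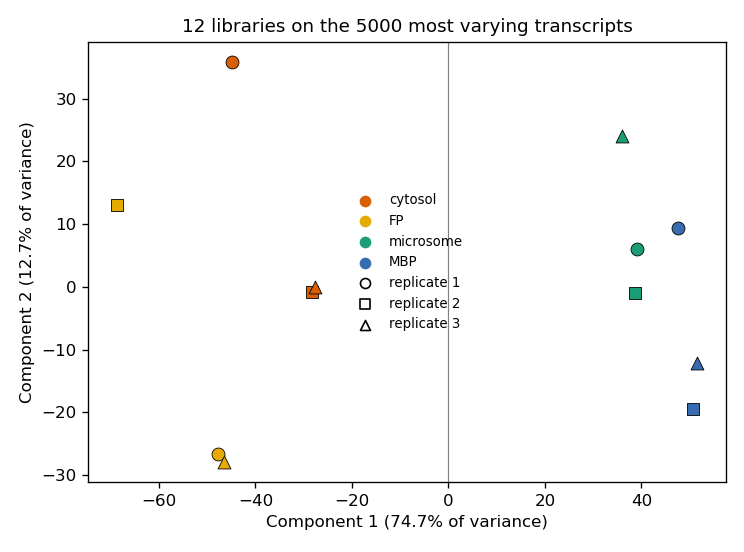
Scores of the 12 libraries on the first 2 principal components of the 5000 most varying transcripts (log2 CPM, centred; arbitrary units), coloured by fraction, with the marker giving the replicate number. The 6 microsome and MBP libraries lie at 36.0 or above on component 1 and the 6 cytosol and FP libraries at −27.7 or below. The transcripts were chosen by the standard deviation of their fraction means, which favours a separation of fractions.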

We next examined transcripts encoding transmembrane domain-containing proteins; these transcripts were expected to be translated on MBPs (Supplementary file 3.2). Indeed, many of these transcripts showed higher abundance in microsome than cytosol (green circles in Figure 3B) and in MBP than FP (green circles in Figure 3C). This further validated the successful fractionation. 

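The list of transcripts for transmembrane domain (TMD) proteins was used as given in Supplementary file 3.2, with 1995 transcripts, of which 1983 were tested. Fractions were compared with edgeR's quasi-likelihood test on the TMM-normalized counts of all 12 libraries, with Benjamini-Hochberg adjustment over the 18859 tested transcripts. Transcripts were called enriched or depleted at the paper's thresholds, an adjusted p below 0.05 and a fold change above 2. Between microsome and cytosol, 363 TMD transcripts (18.3%) were higher in microsome and 47 (2.37%) were lower, and the median log2 fold change of the set was 0.29. Between MBP and FP, 925 (46.6%) were higher in MBP and 53 (2.67%) were lower, with a median log2 fold change of 0.91 and an interquartile range of −0.045 to 1.73. Of the TMD transcripts higher in microsome, 99.4% were also higher in MBP. The TMD transcripts of the part of the list that was given made up 33.6% of all transcripts higher in MBP and 10.5% of the tested transcripts. By replicate number, the median log2 ratio of MBP to FP was 0.81, 1.03 and 0.86 (SD 0.12, n = 3). The median of the set lay above the medians of all 10000 random lists of tested transcripts of the same size matched on abundance, 95% of which lay between −0.050 and 0.011. With the replicate number as a block, 884 TMD transcripts were higher in MBP and 31 lower, and 340 were higher in microsome and 33 lower. The counts moved most when the test itself was against a fold change of 2 (glmTreat). It left 580 TMD transcripts higher in MBP and 0 lower (23 lower at an unadjusted p below 0.05), and 110 higher in microsome and 2 lower.

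The largest increases in MBP were ranked among the TMD transcripts of the given part of the list. A mean of at least 100 counts in the higher fraction and no overlap between the libraries of the compared fractions were required. Those at the top were AT1G16180, ENODL2 (AT4G27520) and ATSTE24 (AT4G01320). Positions are those of the TAIR10.1 assembly. AT1G16180, which encodes a Serinc-domain protein, lies on chromosome 1 from 5540050 to 5542902 and had 85.0 ± 16.8 CPM in MBP (SD, n = 3) and 6.01 ± 0.414 in FP (SD, n = 3), a log2 fold change of 3.82 (standard error 0.22, adjusted p = 3.6e-07). ENODL2, an early nodulin-like protein, lies on chromosome 4 from 13750156 to 13752103 and had 368 ± 55.8 CPM in MBP and 27.8 ± 3.62 in FP (SD, n = 3 each), a log2 fold change of 3.73 (standard error 0.23, adjusted p = 5.1e-07). Transcripts of ATSTE24, a peptidase of the M48 family on chromosome 4 from 545796 to 549413, had 44.1 ± 5.00 CPM in MBP and 3.54 ± 0.506 in FP (SD, n = 3 each), a log2 fold change of 3.64 (standard error 0.19, adjusted p = 2.2e-07). By the same criteria, the largest increases in microsome were those of AT3G16670, AT3G16660 and ENODL2. AT3G16670 and AT3G16660 both encode proteins of the Pollen Ole e 1 allergen and extensin family and lie on chromosome 3 from 5681380 to 5682362 and from 5676749 to 5678099. AT3G16670 had 78.9 ± 20.0 CPM in microsome and 9.07 ± 2.53 in cytosol (SD, n = 3 each), a log2 fold change of 3.12 (standard error 0.29, adjusted p = 4.1e-05). For AT3G16660, the values were 29.7 ± 6.68 CPM in microsome and 4.40 ± 2.31 in cytosol (SD, n = 3 each), a log2 fold change of 2.77 (standard error 0.38, adjusted p = 5.0e-04). ENODL2 had 330 ± 64.7 CPM in microsome and 57.5 ± 13.0 in cytosol (SD, n = 3 each), a log2 fold change of 2.52 (standard error 0.21, adjusted p = 2.3e-05). With each library left out in turn, the MBP against FP changes of AT1G16180, ENODL2 and ATSTE24 stayed within 3.65 to 3.94, 3.60 to 3.83 and 3.54 to 3.76.

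**Figure D2:**
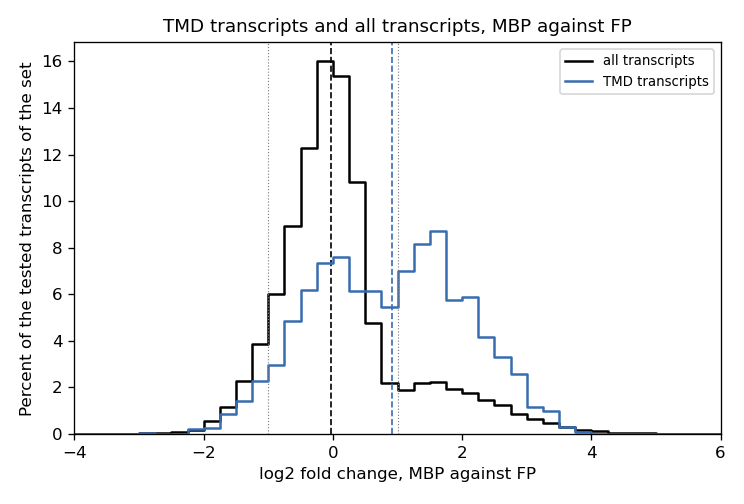
Distribution of the log2 fold change of MBP against FP for the 18859 tested transcripts and the 1983 tested TMD transcripts, as the percent of each set per bin. Dashed lines mark the medians (−0.024 for all transcripts and 0.91 for TMD transcripts) and dotted lines the fold change of 2 in either direction.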

Most cellular transcripts were similarly represented on MBPs and FPs, with a large fraction over-accumulated on MBPs (Figure 3D). 

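Of the 18859 tested transcripts, 15271 (81.0%) were neither enriched nor depleted in MBP relative to FP, 2757 (14.6%) were higher in MBP and 831 (4.41%) were lower. The median log2 fold change was −0.024, and 76.4% of the transcripts had a fold change of at most 2 in either direction. TMM scaling assumes that most transcripts do not change, so it places their bulk near 0 and largely sets this median. Fold changes compare shares of the RNA sequenced from each fraction. Without a measure of the total RNA on MBP and FP, they do not show equal amounts. Of the 2757 transcripts higher in MBP, 63.8% were in neither the given part of the TMD list nor the list of miRNA targets. The rest of the TMD list was not analysed here. In microsome relative to cytosol, 1300 transcripts (6.89%) were higher and 927 (4.92%) were lower. In both comparisons, 1277 transcripts were higher and 349 were lower. No transcript was higher in one comparison and lower in the other. Across the tested transcripts, which are not independent replicates, the log2 fold changes of the comparisons had r = 0.842. With the replicate number as a block, 2634 transcripts were higher in MBP and 568 were lower. The number lower in MBP moved more with the processing than the number higher. It was 29 with the test against a fold change of 2 and 1330 with DESeq2's Wald test, where the numbers higher were 1851 and 2712.

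Among transcripts with a mean of at least 100 counts in the higher fraction and no overlap between the MBP and FP libraries, the largest increases in MBP were those of CRA1 (AT5G44120), PRP4 (AT4G38770) and AT4G22485. CRA1, a cupin family gene on chromosome 5 from 17756238 to 17758336, had 13.0 ± 1.03 CPM in MBP and 0.478 ± 0.0977 in FP (SD, n = 3 each), a log2 fold change of 4.73 (standard error 0.31, adjusted p = 9.3e-07). PRP4, proline-rich protein 4, lies on chromosome 4 from 18096606 to 18098633 and had 733 ± 8.92 CPM in MBP and 28.8 ± 1.17 in FP (SD, n = 3 each), a log2 fold change of 4.67 (standard error 0.21, adjusted p = 1.2e-07). AT4G22485, annotated as a lipid-transfer protein, lies on chromosome 4 from 11844506 to 11846476 and had 111 ± 14.1 CPM in MBP and 4.62 ± 0.765 in FP (SD, n = 3 each), a log2 fold change of 4.59 (standard error 0.33, adjusted p = 1.5e-06). The largest decreases were those of AT1G56045, AT3G56020 and AT3G11120, all of the ribosomal protein L41 family, with transcripts of 472, 522 and 367 nucleotides. AT1G56045, on chromosome 1 from 20962570 to 20963546, had 11.9 ± 3.99 CPM in MBP and 61.6 ± 47.0 in FP (SD, n = 3 each), a log2 fold change of −2.38 (standard error 0.56, adjusted p = 0.0079). The log2 fold change was −2.34 (standard error 0.65, adjusted p = 0.019) for AT3G56020, on chromosome 3 from 20790502 to 20791163, with 3.16 ± 0.854 CPM in MBP and 15.9 ± 13.8 in FP. It was −2.27 (standard error 0.59, adjusted p = 0.014) for AT3G11120, on chromosome 3 from 3481020 to 3481485, with 13.8 ± 5.17 CPM in MBP and 66.4 ± 56.4 in FP. With each of the 6 libraries left out in turn, AT1G56045 kept its call with log2 fold changes of −2.69 to −1.55, while AT3G56020 (−2.69 to −1.35) and AT3G11120 (−2.60 to −1.30) each lost it in 3 fits. Without FP replicate 2, the changes of AT3G56020 and AT3G11120 were −1.35 and −1.30. In this deviating library the shortest transcripts had a median deviation of 0.65 on the log2 scale, which may contribute to these decreases. Both also lost their call without MBP replicate 2 or 3, with changes of −2.39 to −2.06. The exclusion of reads mapping to multiple positions, which the paper's methods describe, would remove reads shared between such paralogs.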

Likewise, the majority of predicted and known targets of miRNAs (Supplementary file 3.3) were equally represented on MBPs and FPs, with few being depleted from MBPs (Figure 3E). This suggested that nearly all cellular transcripts are translated on MBPs as well as FPs.

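Of the 956 miRNA targets listed in Supplementary file 3.3, 945 were tested. In MBP relative to FP, 128 (13.5%) were higher, 32 (3.39%) were lower and 785 (83.1%) were neither. A fold change of at most 2 in either direction was found for 80.7%. The median log2 fold change of the set was 0.052. By replicate number, the median log2 ratio was −0.070, 0.32 and 0.046 (SD 0.20, n = 3), a spread larger than the median itself. The median lay above those of 99.8% of 10000 random lists of the same size matched on abundance, 95% of which lay between −0.061 and 0.031. This position depends on single libraries. Without FP replicate 2 the median was 0.0035, above 14.9% of the random lists, and without MBP replicate 2 it was above 92.7%. The list shares 94 transcripts with the given part of the TMD list, and its overlap with the rest is not known. Without the shared transcripts, the median of the 852 tested targets was −0.0058, above 63.3% of the random lists. The sign of the median also changed with the scaling. It was −0.017 with median-of-ratios scaling, −0.087 with quantile normalization and −0.0094 without MBP replicate 2. The random lists shifted too, and the median stayed above 99.5% of them with median-of-ratios scaling and above 99.7% with quantile normalization. With the replicate number as a block, 124 targets were higher in MBP and 22 were lower. The number lower in MBP ranged from 1 with the test against a fold change of 2 to 56 with quantile normalization and limma voom.

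By the same criteria as for all transcripts, the largest increases among the targets were those of BGLU18 (AT1G52400), CYP81F4 (AT4G37410) and VSP2 (AT5G24770). BGLU18, a beta glucosidase gene on chromosome 1 from 19514989 to 19518411, had 155 ± 3.99 CPM in MBP and 10.7 ± 1.66 in FP (SD, n = 3 each), a log2 fold change of 3.86 (standard error 0.14, adjusted p = 8.5e-08). CYP81F4, a cytochrome P450 gene on chromosome 4 from 17590772 to 17592920, had 18.8 ± 1.93 and 1.47 ± 0.391 CPM, in the same order, and a log2 fold change of 3.66 (standard error 0.27, adjusted p = 1.9e-06). VSP2, vegetative storage protein 2, on chromosome 5 from 8500468 to 8502224, had 70.3 ± 19.3 and 6.56 ± 3.38 CPM and a log2 fold change of 3.42 (standard error 0.42, adjusted p = 9.3e-05). The largest decreases were those of AT3G11120, with a log2 fold change of −2.27, MT1C (AT1G07610) and OEP7 (AT3G52420). MT1C, metallothionein 1C, lies on chromosome 1 from 2341447 to 2342148 and had 3.23 ± 1.27 CPM in MBP and 11.6 ± 7.77 in FP, a log2 fold change of −1.85 (standard error 0.54, adjusted p = 0.025). OEP7, outer envelope membrane protein 7, lies on chromosome 3 from 19429686 to 19430259 and had 3.65 ± 1.55 CPM in MBP and 12.9 ± 8.86 in FP, a log2 fold change of −1.83 (standard error 0.54, adjusted p = 0.026). These 3 decreases each lost their call in 3 of the 6 fits that left out a library, and OEP7 also lost it with the replicate number as a block (log2 fold change −1.88). The transcripts of MT1C and OEP7 are short, with 577 and 574 nucleotides. Without FP replicate 2, in which short transcripts were higher, the changes of AT3G11120, MT1C and OEP7 were −1.30, −1.15 and −1.11. Without MBP replicate 2 or 3 they were −2.20 to −1.56.

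**Figure D3:**
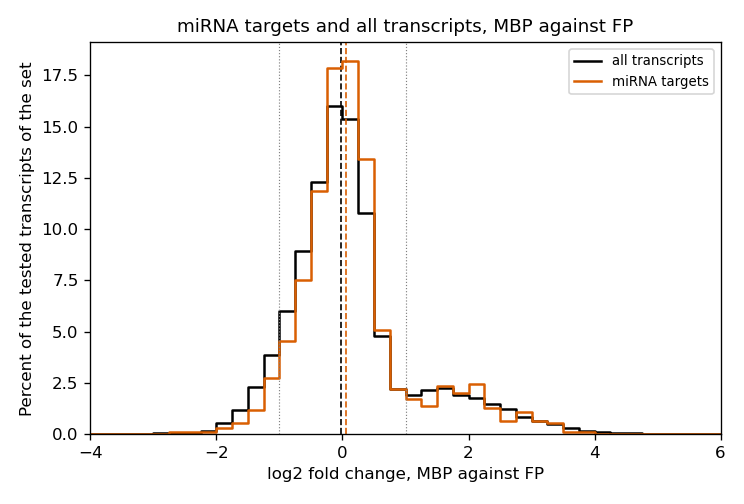
Distribution of the log2 fold change of MBP against FP for the 18859 tested transcripts and the 945 tested miRNA targets, as the percent of each set per bin. Dashed lines mark the medians (−0.024 for all transcripts and 0.052 for miRNA targets) and dotted lines the fold change of 2 in either direction.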

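A transcript was taken as detected in a fraction when it had at least 10 counts in all 3 libraries. Of the 17797 transcripts detected in MBP or FP, 16501 (92.7%) were detected in both, 768 in MBP alone and 528 in FP alone. By replicate number, the share detected in both had an SD of 1.45 percentage points (n = 3). With each MBP or FP library left out in turn, the share stayed between 92.2% and 92.8%. It was 94.2% with at least 1 count, 93.6% with at least 5 counts and 83.7% with at least 50 counts. The threshold of 50 counts was chosen after seeing the data. A higher threshold counts a transcript as missing from a fraction while it still has counts there, so a transcript detected in 1 fraction alone is not shown to be absent from the other at this depth. For the TMD transcripts, 1814 of 1954 (92.8%) were detected in both fractions, with 117 in MBP alone and 23 in FP alone. Yet 46.6% of the tested TMD transcripts were higher in MBP, so detection in both does not show similar amounts in the fractions. RNA carried over between fractions would also count as detected, and the paper describes the MBPs of this scheme as less pure. For the miRNA targets, 888 of 927 (95.8%) were detected in both, with 20 in MBP alone and 19 in FP alone. From the similar representation of most transcripts, the miRNA targets included, in the pair of polysome fractions, the paper proposes that nearly all transcripts of the cell are translated on MBPs and on FPs alike.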

**Figure 3.**
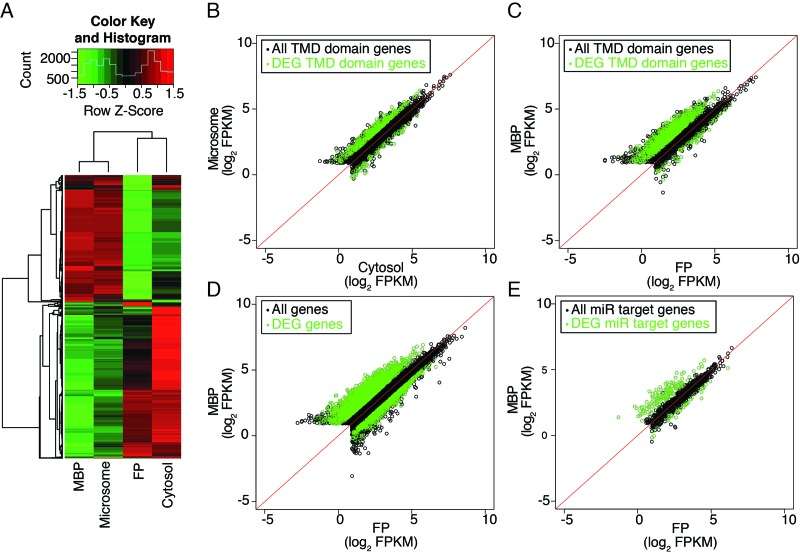
Distribution of cellular mRNAs in microsome versus cytosol and MBP versus FP. RNA-seq was performed in three biological replicates from polyA+ RNA isolated from microsome, cytosol, MBP and FP. (**A**) Clustering analysis of the four sample types with the 5000 top varying transcripts. (**B–E**) partitioning of various groups of transcripts between microsome and cytosol or MBP and FP. FPKM, Fragments Per Kilobase of transcript per Million mapped reads. Enriched and depleted transcripts (DEG transcripts; FC>2; FDR < 0.05) are highlighted in green. (**B–C**) Abundance of transcripts encoding transmembrane domain (TMD) proteins in microsome vs. cytosol (**B**) and MBP vs. FP (**C**). (**D–E**) The partitioning of all transcripts (**D**) or miRNA target transcripts (**E**) between MBP and FP. The miRNA target transcripts were predicted with psRNATarget (Dai and Zhao, 2011) with the maximum expectation score ≤ 3. **DOI:** http://dx.doi.org/10.7554/eLife.22750.006

**Figure 3—figure supplement 1.**
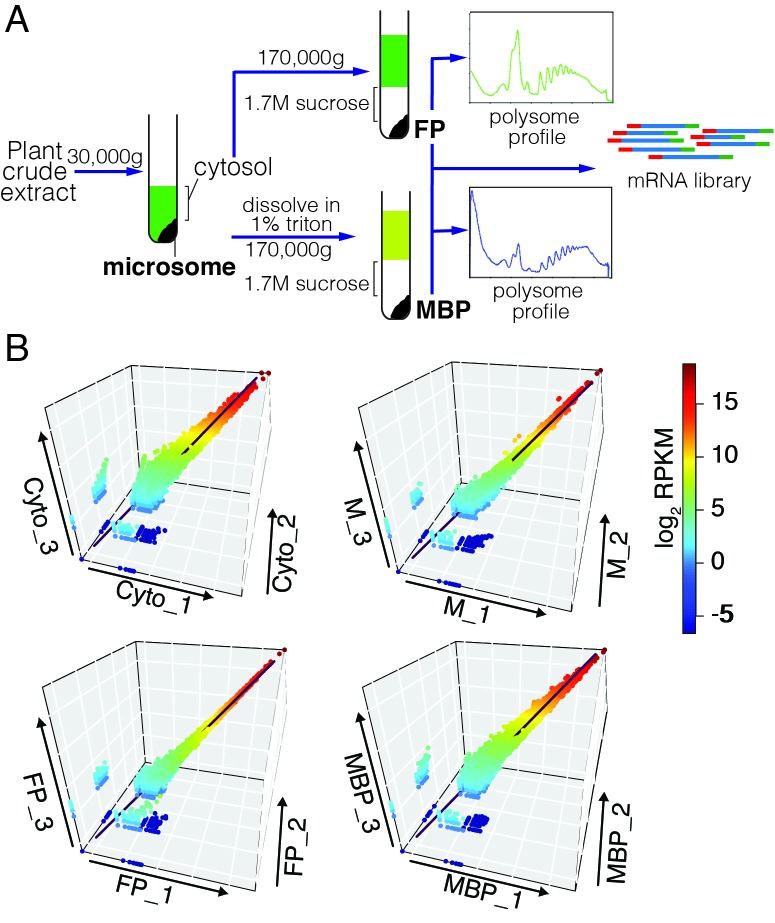
Simultaneous isolation of microsome, cytosol, free polysome (FP) and MBP followed by RNA-seq. (**A**) A simplified isolation scheme. Representative FP and MBP profiles are shown. (**B**) The three biological replicates of RNA-seq for each sample type were highly reproducible. **DOI:** http://dx.doi.org/10.7554/eLife.22750.007

### RNA-independent membrane association of AGO1

AGO1 partially co-localizes with ER and co-fractionates with microsomes and MBPs (Brodersen et al., 2012; Li et al., 2013). We examined M and MBP fractions for the presence of AGO1 and AGO4 by western blotting. As expected, AGO1 was found in both M and MBP fractions (Figure 4A). AGO4, which binds most 24-nt P4siRNAs (Qi et al., 2006), was not detected in either fraction (Figure 4A), which is consistent with the observed depletion of P4siRNAs from these fractions (Figure 1—figure supplement 1G).

**Figure 4.**
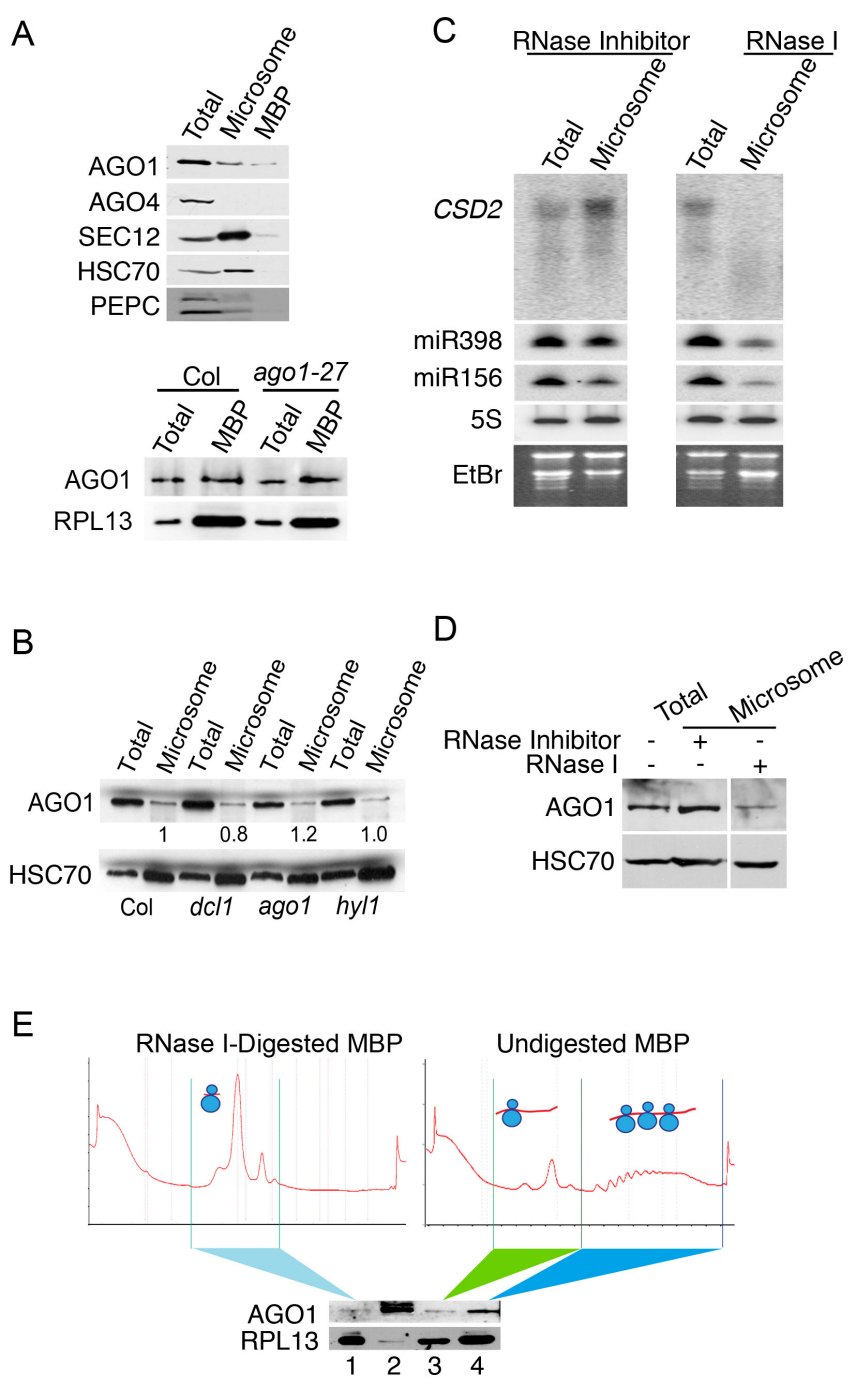
The microsome- and MBP-association of AGO1. (**A**) Western blot to detect various proteins in total extract and microsomal and MBP fractions. SEC12 is an ER transmembrane protein; HSC70 is an ER luminal protein; PEPC is a cytosolic protein; RPL13 is a ribosomal protein. AGO1 but not AGO4 was present at detectable levels in microsomal and MBP fractions. The bottom panel shows that the AGO1-27 protein was still associated with MBPs. (**B**) Microsomal AGO1 and HSC70 levels as determined by western blotting in wild type (Col), *dcl1-20* (*dcl1*), *ago1-27* (*ago1*), and *hyl1-2* (*hyl1*). Note that *dcl1-20* is a newly *isolated*, strong *dcl1* allele (see Figure 4—figure supplement 1). (**C–D**) Microsomal miRNA (**C**) and AGO1 (**D**) levels with or without RNase I treatment. Microsomes were isolated from extracts that were treated with RNase inhibitor or RNase I and subjected to northern blotting to detect *CSD2* mRNA and miRNAs and western blotting to detect the AGO1 protein. 5S rRNA and the stained gels (EtBr) indicate relative sample loading. (**E**) The association of AGO1 with monosomes and polysomes. MBPs were treated or not with RNase I and fractionated in a sucrose gradient. The marked fractions were subjected to western blotting to detect AGO1 and the ribosomal protein L13 (RPL13). Lane 2, input (total extract). Note that for ‘undigested MBP’, the polysome fraction is expected to have more ribosomes than the monosome fraction. Thus, the higher RPL13 levels in the polysome fraction do not reflect unequal loading. On the other hand, RPL13 levels in the ‘RNase I-digested MBP’ can be compared to those of the polysomal ‘Undigested MBP’ to reflect relative sample loading. **DOI:** http://dx.doi.org/10.7554/eLife.22750.008

**Figure 4—figure supplement 1.**
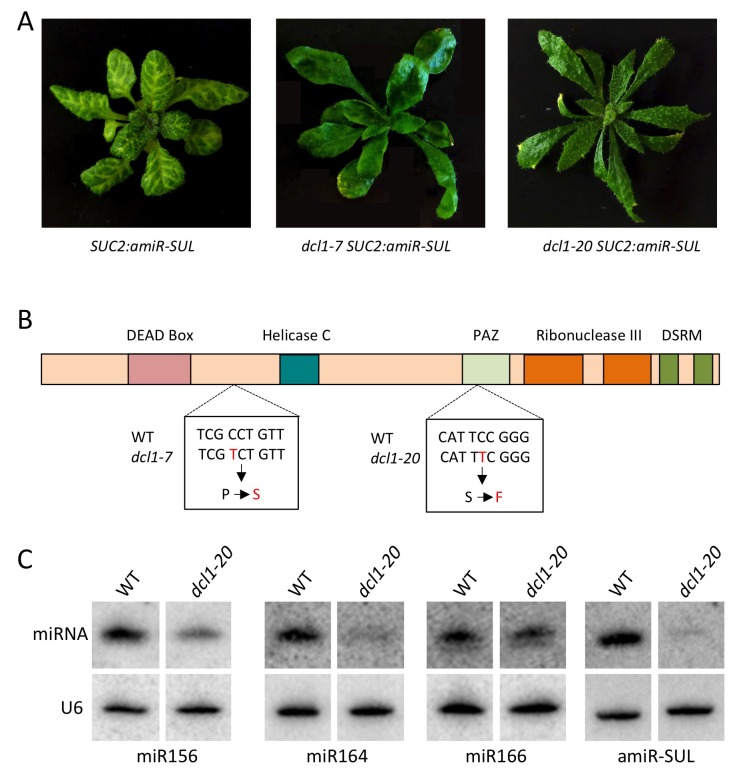
Characterization of a new *dcl1* allele. The *dcl1-20* mutation was isolated from a forward genetic screen in the *SUC2:amiR-SUL* background (de Felippes et al., 2011), in which an artificial miRNA (amiR-SUL) silences the chlorophyll biosynthesis gene *SULFUR* (*SUL*) to lead to vein-centered clearing. (**A**) *dcl1-7*, a known *dcl1* mutation with strong defects in miRNA biogenesis (Kasschau et al., 2007), and *dcl1-20* both led to suppression of the *SUC2:amiR-SUL* silencing effect. Note that the *dcl1-20* mutant exhibited stronger leaf shape defects (narrower and more pointy leaves) than *dcl1-7*. (**B**) Diagram of the DCL1 protein showing the various domains. The locations and nature of the two mutations are also shown. (**C**) Northern blotting to detect three endogenous miRNAs and the artificial miRNA (amiR-SUL) in *SUC2:amiR-SUL* (WT) and *SUC2:amiR-SUL dcl1-20*. The latter showed reduced levels of the miRNAs examined. **DOI:** http://dx.doi.org/10.7554/eLife.22750.009

To determine whether AGO1’s membrane association relied on miRNAs, we isolated microsomes from mutants in miRNA biogenesis genes *DCL1* and *HYL1* (Han et al., 2004; Park et al., 2002; Reinhart et al., 2002; Vazquez et al., 2004a). Microsomal AGO1 levels were unaffected in these mutants (Figure 4B; Figure 4—figure supplement 1), suggesting that AGO1’s membrane association was most likely miRNA-independent. To determine whether AGO1’s membrane association relied on long RNAs, we treated total cell extracts with RNase I followed by microsome isolation. Full-length *CSD2* RNA (a target of miR398) was eliminated by RNase I treatment (Figure 4C). AGO1, miR398, and miR156 were still present in the M fraction (Figure 4C,D), although their levels were reduced. Therefore, AGO1’s membrane association was largely independent of intact target RNAs.

To investigate whether AGO1’s MBP association was RNA-dependent, we first isolated MBPs and then fractionated MBPs by sucrose gradient centrifugation to separate the light fraction containing ribosomal subunits and 80S monosomes from the polysomes (Figure 4E; right panel). AGO1 was found in both the light fraction and the polysomes (Figure 4E; bottom panel). We digested MBPs with RNase I; the sucrose gradient profiles of the digested MBPs showed that the polysomes were reduced to monosomes (Figure 4E; left panel). AGO1 was still detectable in this monosome fraction but at much reduced levels (Figure 4E; bottom panel). This showed that AGO1’ MBP-association depended to a large extent on intact mRNAs.

### AGO1-dependent membrane association of miRNAs

Having shown that AGO1’s membrane association was largely independent of miRNAs or mRNAs, we next sought to determine whether miRNAs’ membrane association depended on AGO1. If AGO1 recruits miRNAs to the ER, then the levels of microsomal miRNAs should be reduced in *ago1* mutants. We first examined the *ago1-36* mutant that lacks a full-length AGO1 protein and exhibits severe morphological defects (Baumberger and Baulcombe, 2005) (Figure 5A). Despite a global reduction in miRNA accumulation in this mutant (Vaucheret et al., 2004), a few miRNAs accumulated to levels similar to wild type (Figure 5A), presumably because these miRNAs associated with other AGOs or non-AGO proteins. The levels of these miRNAs in microsomes were reduced in *ago1-36* (Figure 5A), suggesting that AGO1 promoted the membrane association of these miRNAs.

**Figure 5.**
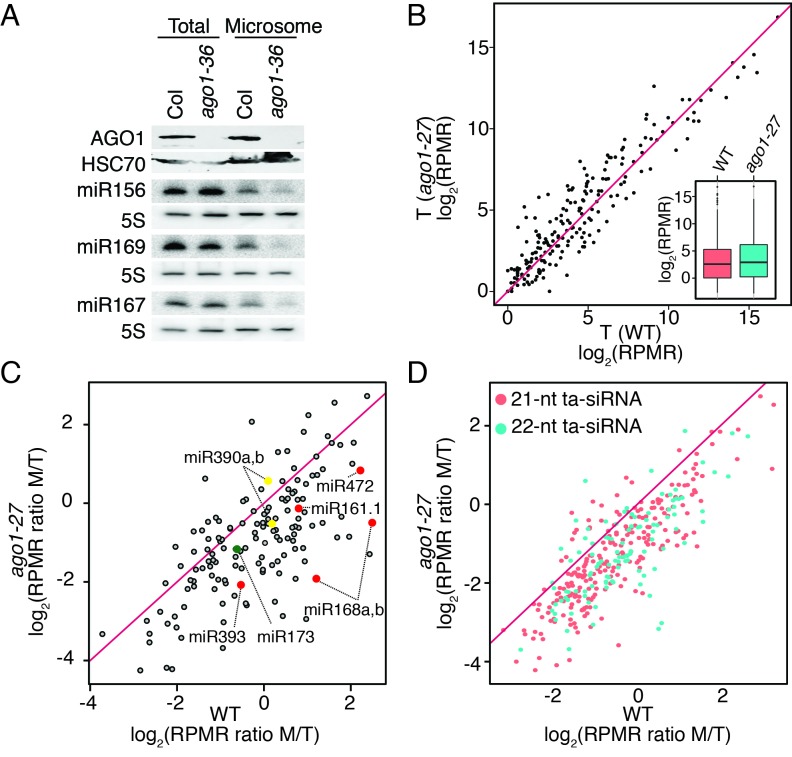
miRNAs and ta-siRNAs are recruited to membranes by AGO1. (**A**) Detection of three miRNAs in total extracts and the microsomal fraction in wild type (Col) and *ago1-36*. The *ago1-36* mutant lacks the full-length AGO1 protein as shown by western blotting. HSC70 was a loading control. The three miRNAs were detected by northern blotting. 5S rRNA was an internal control and shown below each miRNA blot. The microsomal levels of the miRNAs were reduced in *ago1-36*. (**B**) A scatter plot showing comparable miRNA abundance in wild type (WT) and *ago1-27* total extracts. Inset: box plots illustrating the distribution of miRNA RPMR values in WT and *ago1-27*. (**C**) A scatter plot showing that miRNAs have reduced microsomal enrichment in *ago1-27* as compared with wild type. Microsomal enrichment was measured by M/T (ratio of levels in microsome vs. those in total extract). The degree of microsomal enrichment of miR390 (yellow dots) is largely unchanged, while that of most known ta-siRNA/phasiRNA triggers (red dots) is decreased in *ago1-27*. miR173’s (green dot) microsomal enrichment was weakly affected. (**D**) A scatter plot showing that 21-nt and 22-nt ta-siRNAs from *TAS1-4* loci have reduced microsomal enrichment in *ago1-27* as compared with wild type. **DOI:** http://dx.doi.org/10.7554/eLife.22750.010

In order to obtain a global view of the membrane association of miRNAs in an *ago* mutant, we resorted to the weaker *ago1-27* allele from which sufficient plant material could be obtained. Three biological replicates of sRNA-seq were performed for total extracts (T) and two for the microsomal fraction (M) in this mutant (Figure 1—figure supplement 1A). Consistent with previous observations (Vaucheret et al., 2004), the *ago1-27* mutation did not have a strong overall effect on miRNA accumulation (Figure 5B). The membrane association of miRNAs, represented by the M/T ratio, was drastically reduced in *ago1-27* for most miRNAs (Figure 5C), suggesting that the membrane association of miRNAs depended on AGO1. In this analysis, miR390 was an internal control - it is bound by AGO7 (Montgomery et al., 2008) and thus its membrane association should not be affected by the *ago1-27* mutation. The M/T ratio of miR390 was largely unchanged in *ago1-27* (Figure 5C). The M/T ratio was also reduced for most 21–22-nt ta-siRNAs (from *TAS1* to *TAS4* loci) in *ago1-27* (Figure 5D). As ta-siRNAs are bound by AGO1 (Baumberger and Baulcombe, 2005), this also supports the conclusion that AGO1 recruits sRNAs to membranes.

### miRNA-guided cleavage in M and MBP fractions

The subcellular location of miRNA-guided target RNA cleavage has been unknown and perhaps presumed to be in the cytosol. We investigated whether miRNA-guided cleavage was detectable in the M fraction. AGO1 was immunopecipitated from total extracts and from microsomes, and slicer assay was carried out by incubating AGO1 immunoprecipitates with radiolabeled *PHB* RNA containing the miR165/6-binding site. This RNA was cleaved by AGO1 immunoprecipitates from both total extracts and microsomes (Figure 6A).

**Figure 6.**
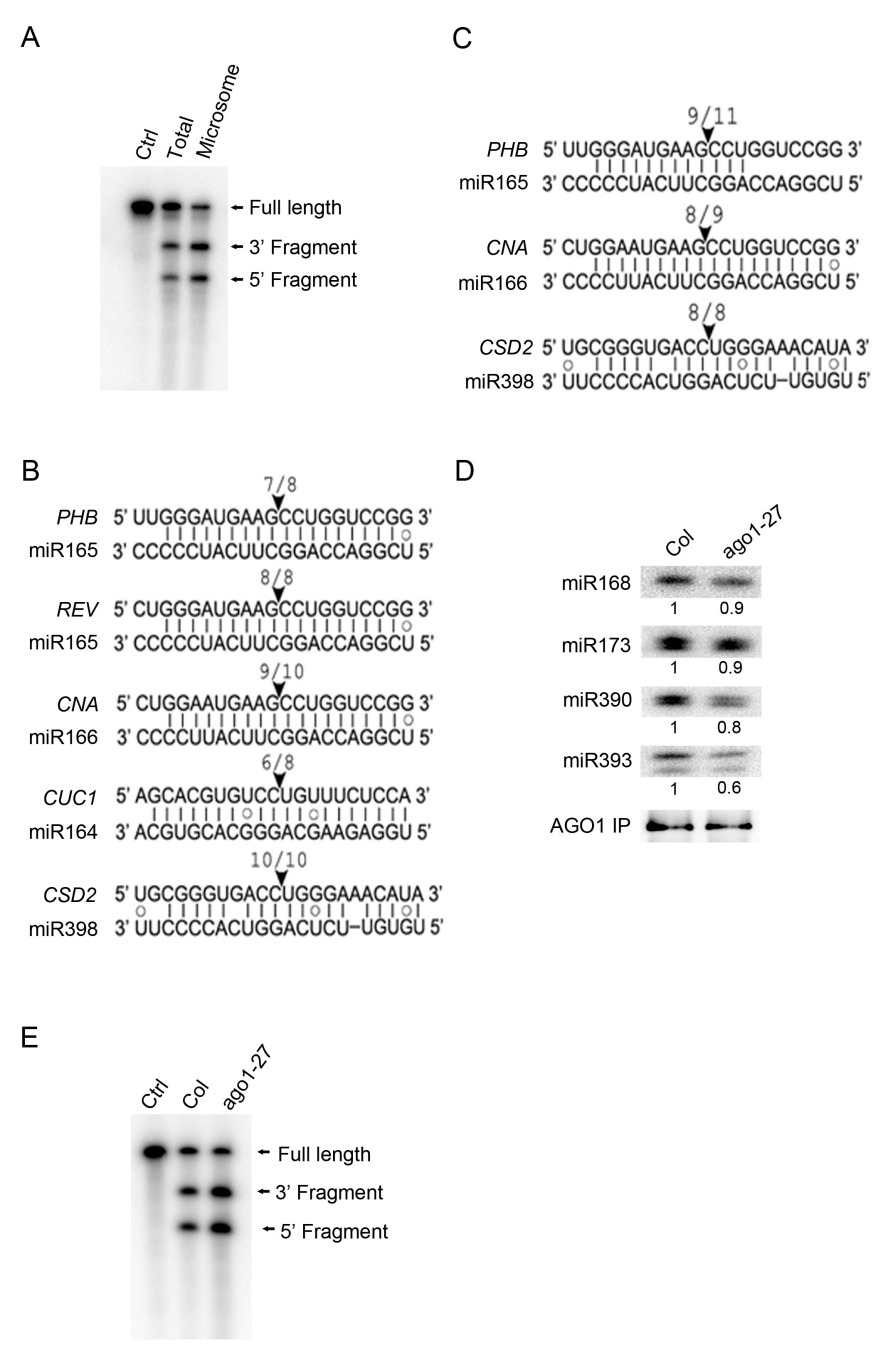
miRNA-guided cleavage occurs in the microsomal and MBP fractions and in *ago1-27*. (**A**) In vitro slicer assay using AGO1 immunoprecipitates (IP) from total extracts or the microsomal fraction. A fragment of *PHB* RNA containing the miR165/6-binding site was used as the substrate (marked ‘Full Length’). The two cleavage products are indicated. The control (Ctrl) lane was the RNA alone without AGO1 IP. (**B–C**) Detection of 3’ cleavage fragments from various miRNA target RNAs in vivo using 5’ RACE RT-PCR from the microsomal (**B**) or MBP (**C**) fraction. The cloned PCR products were sequenced to identify the 5’ ends of the 3’ cleavage fragments. The arrowheads indicate the positions of miRNA-guided cleavage. The numbers above indicate the number of clones with 5’ ends at the predicted cleavage site out of total sequenced clones. (**D**) The AGO1-27 protein associated with miRNAs in vivo. IP was performed in wild type and *ago1-27* and the IP was subjected to western blotting to detect AGO1 and northern blotting to detect several miRNAs. The levels of miRNAs were quantified against the levels of AGO1 in the IP and compared between wild type and *ago1-27*. (**E**) In vitro slicer assay using AGO1 IP from wild type and *ago1-27* total extracts. The assay was performed as in (**A**). **DOI:** http://dx.doi.org/10.7554/eLife.22750.011

3’ cleavage fragments can be detected in vivo by 5’ RACE RT-PCR (Llave et al., 2002). We searched for 3’ cleavage fragments from M and MBP RNAs by 5’ RACE RT-PCR. Cloning and sequencing of the 3’ cleavage fragments from a few miRNA target genes showed that cleavage occurred precisely at the expected positions for both M and MBP RNAs (Figure 6B,C).

### phasiRNA production from miRNA target transcripts on MBPs

The finding of miRNA-guided cleavage occurring on MBPs prompted us to study the relationship between the MBP association and the phasiRNA-triggering activity of miRNAs. We focused on small RNAs known to cause phasiRNA production from their target transcripts. These were miR161.1 targeting *PPR* genes, miR168 targeting *AGO1*, miR173 targeting *TAS1* and *TAS2*, miR393 targeting auxin receptor genes (*AFB2* and *AFB3*), miR472 and miR825* targeting *NBS-LRR* genes, and miR828 targeting *TAS4*. Among these miRNAs, miR173, miR393 and miR828 are predominantly 22 nt long while the others are predominantly 21 nt long with 22-nt isoforms. We also identified two new phasiRNA-generating loci: *CIL2* (At3g23690) encoding a basic helix-loop-helix protein and being targeted by miR393, and At5g43740 encoding an NBS-LRR protein and being targeted by miR472 (Figure 7—figure supplement 1A). As a control, we also included miR390, which is 21 nt long, bound by AGO7, and triggers ta-siRNA production from *TAS3* loci in a ‘two hit’ mode. In addition, ta-siR2140 is a ta-siRNA from *TAS2*; this ta-siRNA is 22 nt long and able to trigger phasiRNA production from a *PPR* gene (Chen et al., 2007).

The levels of these sRNAs were unaffected or mildly reduced in *ago1-27* in total extracts (Figure 7A; top panel). However, the abundance of these sRNAs in microsomes was much lower in *ago1-27*, indicating that these sRNAs associated with membranes in an AGO1-dependent manner (Figure 7A; top panel). As expected, neither the overall nor the microsomal abundance of miR390 was reduced in *ago1-27* (Figure 7A; lower panel).

**Figure 7.**
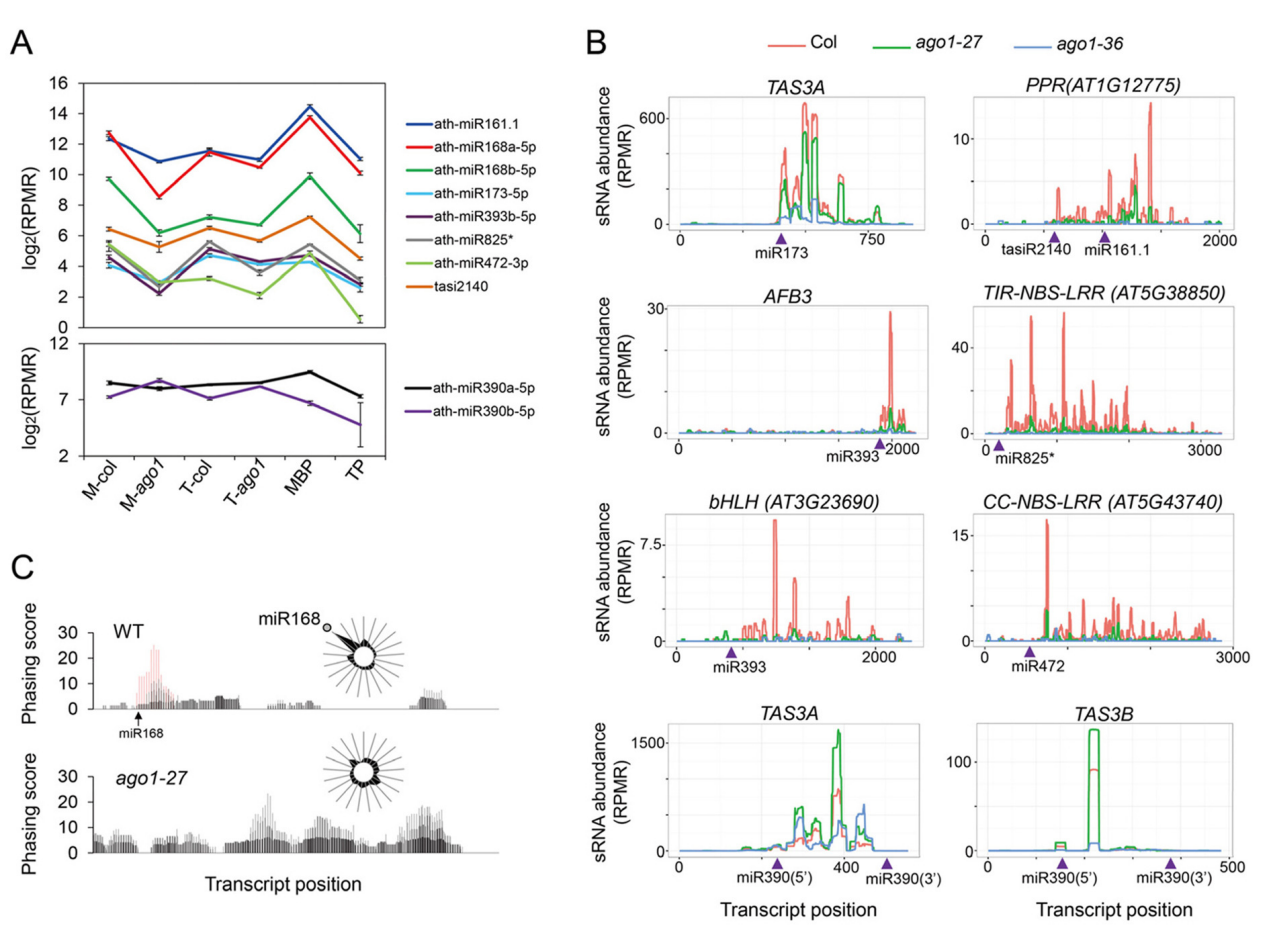
Biogenesis of phasiRNAs is defective in *ago1-27*. (**A**) top panel: abundance of known AGO1-dependent ta-siRNA/phasiRNA triggers in microsome (**M**), total (**T**), MBP and TP as determined by sRNA-seq; lower panel: abundance of miR390 in M, T, MBP and TP as determined by sRNA-seq. Wild type: col; *ago1-27*: ago1. Error bars indicate standard error of the mean (n = 3). (**B**) sRNAs from known ta-siRNA/phasiRNA loci, except for *TAS3* loci, were reduced in *ago1-27* (green) as compared with wild type (red), and nearly diminished in *ago1-36* (blue). The loci IDs are shown above each plot. The miRNA triggers for these ta-siRNAs/phasiRNAs are shown below each plot with the miRNA-binding sites indicated by triangles. (**C**) The phasing of sRNAs over the *AGO1* transcript in wild type and *ago1-27*. miR168 triggers the production of phasiRNAs (with positions marked by red lines) in wild type, and the phasing caused by this miRNA was nearly lost in *ago1-27*. The radial graphs show that the miR168 cleavage site fell in the most prominent phasing register of 21-nt sRNAs in wild type but not in *ago1-27*. **DOI:** http://dx.doi.org/10.7554/eLife.22750.012

**Figure 7—figure supplement 1.**
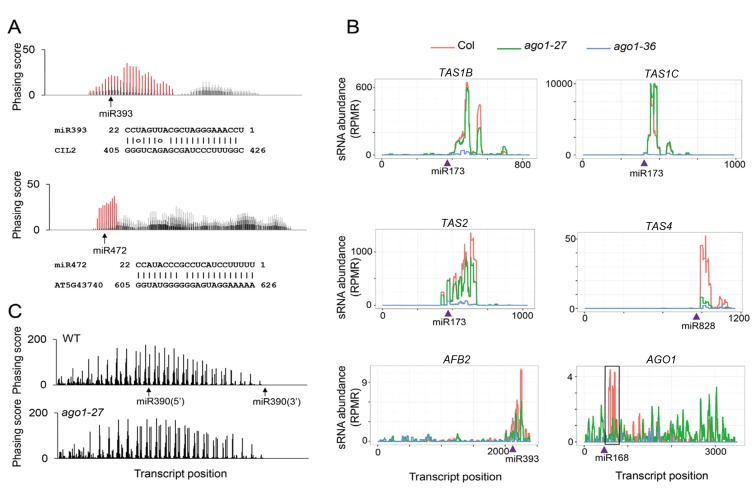
The effect of *ago1-27* on ta-siRNAs/phasiRNAs. (**A**) Two newly identified phasiRNA loci, *CIL2* and an *NBS-LRR* gene, triggered by miR393 and miR472, respectively. The phasing scores along the two transcripts are shown, with phasiRNA producing positions marked in red. The pairing between the miRNAs and the target sites is presented below the plots. (**B**) ta-siRNA/phasiRNA levels from loci targeted by various AGO1-bound miRNA triggers in WT (red), *ago1-27* (green) and *ago1-36* (blue). ta-siRNAs/phasiRNAs were nearly eliminated in *ago1-36* at all loci and were reduced in *ago1-27* at most loci. *TAS1C* is the only example showing an increase in ta-siRNAs among 23 non-*TAS3* phasiRNA-generating loci in *ago1-27* (see Supplementary file 4). (**C**) The phasing of AGO7-dependent ta-siRNAs from the *TAS3A* locus was not affected in *ago1-27*. **DOI:** http://dx.doi.org/10.7554/eLife.22750.013

Levels of phasiRNAs were determined by sRNA-seq in *ago1-27*, *ago1-36*, and wild type. As expected, phasiRNAs from all 23 examined loci (Supplementary file 4; *TAS3* loci excluded) were nearly eliminated in *ago1-36* (Figure 7B, Figure 7—figure supplement 1B). For 21 of the 23 phasiRNA loci examined, the overall abundance of siRNAs was significantly reduced in *ago1-27* (Figure 7B, Figure 7—figure supplement 1B, Supplementary file 4). In *ago1-27*, the siRNAs from *AGO1* RNA were similar in abundance to wild type, but the phasing triggered by miR168-guided cleavage was nearly lost (Figure 7C). Notably, miR168 was one of the most affected miRNAs in terms of membrane association in *ago1-27* (Figure 5C). As a control, the abundance of *TAS3* ta-siRNAs (triggered by miR390-AGO7) was not reduced (they were in fact increased) in *ago1-27* (Figure 7B). The phasing of *TAS3* ta-siRNAs was unaffected (Figure 7—figure supplement 1C). Therefore, the reduction in phasiRNAs levels from non-*TAS3* loci in *ago1-27* was not due to inability of the AGO1-27 protein to bind phasiRNAs. The AGO1-27 protein was still associated with miRNAs, as shown by AGO1 IP followed by northern blotting to detect miRNAs (Figure 6D). The AGO1-27 protein was still capable of miRNA-guided cleavage in an in vitro slicer assay (Figure 6E), consistent with the previous conclusion that the *ago1-27* allele is normal in miRNA-guided cleavage in vivo (Brodersen et al., 2008). Thus, reduced phasiRNA abundance, or loss of phasing, coincided with decreased membrane association of the triggering miRNAs in *ago1-27*. These data, together with the finding that miRNA-guided cleavage occurs in M and MBP fractions, suggested that phasiRNA production occurs, or at least starts, on MBPs. This is also consistent with the reported membrane association of ta-siRNA biogenesis factors (Jouannet et al., 2012).

If phasiRNA biogenesis occurs on MBPs, we expect to detect the above-mentioned miRNA target transcripts on MBPs. We performed ribosome-protected fragment sequencing (ribo-seq) with MBPs. In brief, MBPs were first isolated (Figure 1—figure supplement 2A) and then treated with RNase I to resolve polysomes to monosomes. The monosomes were recovered from sucrose gradient centrifugation (as in Figure 4E), and monosome-protected RNA fragments were subjected to high-throughput sequencing. Regular RNA-seq was also performed with MBP RNAs. Our ribo-seq was successful as reflected by the fact that reads were derived predominantly from coding regions and regions close to the start and stop codons in UTRs, whereas MBP RNA-seq reads covered entire transcripts (Figure 8A). All above-mentioned, phasiRNA-generating, protein-coding genes were indeed present on MBPs (Figure 8B and data not shown).

**Figure 8.**
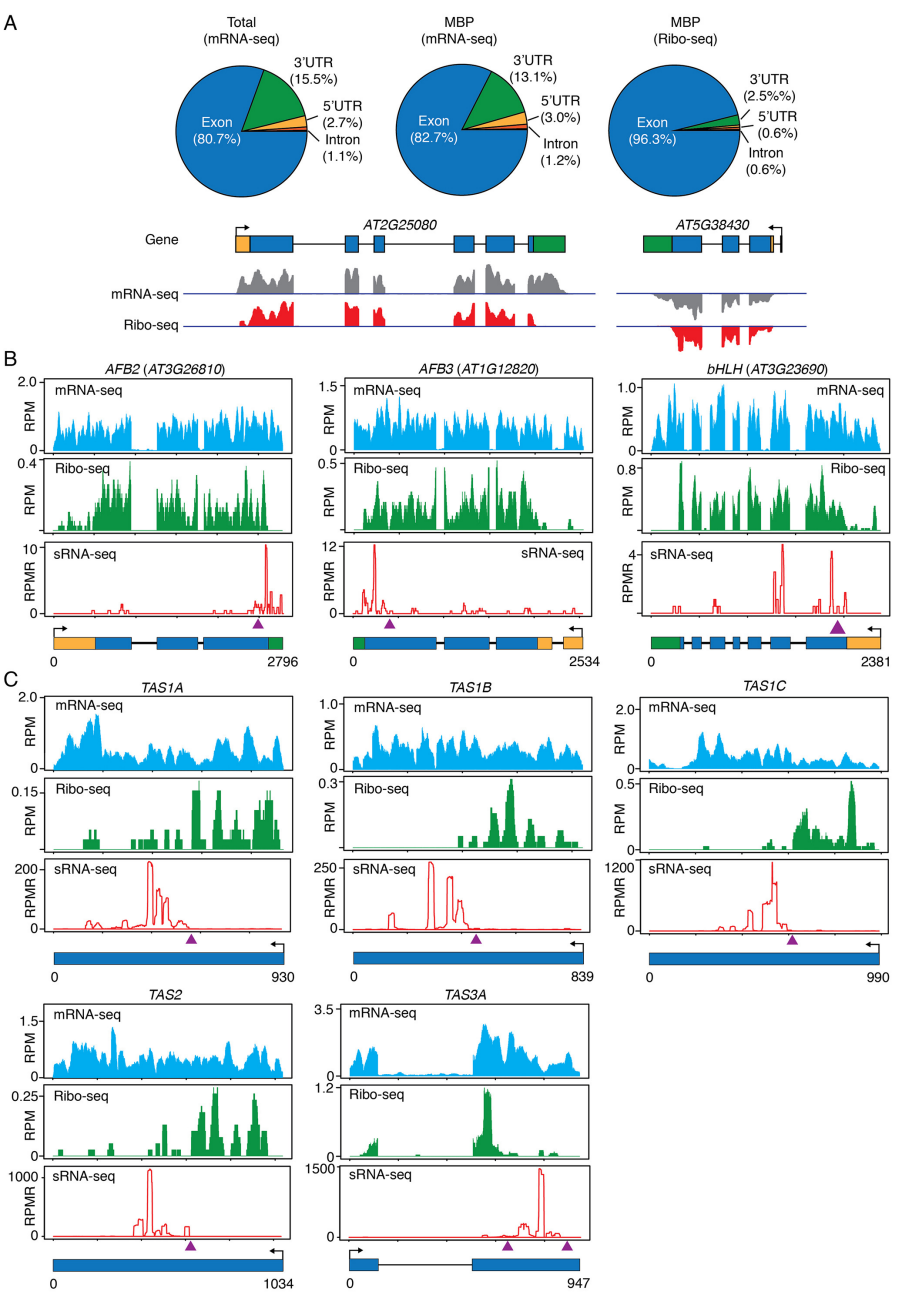
Ribo-seq to examine ribosome occupancy of transcripts known to spawn phasiRNAs. (**A**) Composition of the genomic features represented by reads from mRNA-seq from total extract (Total), mRNA-seq from MBP, and ribo-seq from MBP. The overwhelming representation of exons by ribo-seq shows that ribo-seq successfully captured the expected sequences. Two genes are shown as examples. In the gene models, rectangles and lines represent exons and introns, respectively. 5’ and 3’ UTRs are in yellow and green, respectively. Arrows mark the direction of transcription. The lack of most 3’ UTR reads is consistent with the fact that ribosomes only protect a small portion of the 3’ UTR. (**B–C**) Browser views of MBP mRNA-seq (top panels), ribo-seq (middle panels), and sRNA-seq (lower panels) for three protein-coding genes (**B**) and five *TAS* loci (**C**). The gene IDs are shown above the plots. The gene models are shown below the plots. The same scheme is used to represent exons, introns, UTRs, and transcription start sites as in (**A**). The triangles represent the positions of the binding sites of the triggering miRNAs. **DOI:** http://dx.doi.org/10.7554/eLife.22750.014

Most importantly, we found that the *TAS* transcripts, which were thought to be non-protein-coding, were associated with MBPs. Although the entire *TAS* transcripts were associated with MBPs, as revealed by RNA-seq of MBP RNAs (Figure 8C), there was a sharp boundary between ribosome-protected and non-protected portions of each *TAS* transcript (Figure 8C). The ribosome-protected portions corresponded to the short open reading frames (ORFs) present in these RNAs. Amazingly, the miRNA-binding site was at the boundary of ribosome-protected and non-protected portions in each *TAS* transcript (Figure 8C), and the region unbound by ribosomes generated ta-siRNAs (compare sRNA-seq reads with ribo-seq reads in Figure 8C). An earlier study showed that the miRNA-binding site needs to be close to the upstream stop codon for phasiRNA biogenesis from an artificial phasiRNA-generating locus (Zhang et al., 2012). These observations suggest that the initial triggering step (i.e. miRNA-guided cleavage) in phasiRNA biogenesis occurs on MBPs and ribosome occupancy plays a role in specifying which transcript or portion of a transcript undergoes phasiRNA biogenesis.

## Discussion

Previously, we found that the integral ER membrane protein AMP1 is required for the translational repression activity of plant miRNAs, suggesting that the rough ER is the site of miRNA-mediated translational repression (Li et al., 2013). A few miRNAs and their target transcripts were found to be associated with MBPs (Li et al., 2013), but the scale of the MBP-association of miRNAs and their target transcripts was unknown. In this study, we examined the ER- and rough ER-association of small RNAs as well as cellular mRNAs. We found that most cellular mRNAs were enriched on MBPs or equally partitioned between MBPs and FPs. This indicates that most mRNAs, including miRNA target transcripts, are translated both on the rough ER and in the cytosol. 

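In the polyA+ RNA-seq of MBP and FP, 2757 of the 18859 tested transcripts (14.6%) were higher in MBP at an adjusted p below 0.05 and a fold change above 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per fraction), and 15271 (81.0%) were neither higher nor lower. The share of transcripts not lower in MBP was 95.6%, and 96.6% for the tested miRNA targets. These calls compare shares of the RNA sequenced from each fraction, scaled so that the bulk of transcripts lies near 0. They do not show equal amounts on MBP and FP. A transcript that was not called may still differ by less than the test could detect with 3 libraries per fraction, and 76.4% of the tested transcripts had an estimated fold change of at most 2. The number of transcripts lower in MBP, 831 here, depended on the processing. It was 568 with the replicate number as a block and 1330 with DESeq2's Wald test. With the test against a fold change of 2 it was 29. For the miRNA targets, the number lower ranged from 1 to 56 in place of 32.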

AGO1 was previously shown to associate with polysomes, thus implicating the presence of miRNAs on polysomes. In this study, we found that miRNAs are associated with MBPs rather than polysomes in general.

AMP1 is only required for the translational repression activity of plant miRNAs, thus it was not known whether miRNA-guided cleavage occurs on MBPs. In this study, we found that miRNA-guided cleavage does occur on MBPs. However, it should be noted that our findings do not exclude the occurrence of miRNA-guided cleavage in the cytosol. Our studies with the null allele *ago1-36* and the weak allele *ago1-27* showed that AGO1 is instrumental in recruiting miRNAs to the ER. But it is not known how the weak *ago1-27* mutant compromises the membrane association of miRNAs, as the mutant protein was still membrane- and MBP-associated (Figure 4A–B).

We found that phasiRNA production from most known phasiRNA-generating loci was reduced in *ago1-27*, in which the triggering miRNAs showed reduced membrane association. The *TAS* transcripts, despite not having long open reading frames, were present on MBPs and were bound by ribosomes in a manner that ‘exposed’ the ta-siRNA-generating portions. These findings indicate that phasiRNA production occurs, or is at least initiated, on MBPs. This is consistent with the finding that phasiRNA biogenesis factors reside in siRNA bodies that are in close proximity to a cis-Golgi marker (Jouannet et al., 2012). A recent study showed that *TAS3* RNA is bound by ribosomes, and AGO7 causes ribosome stalling upstream of the miR390 binding site (Hou et al., 2016). Our study confirms the ribosome association of *TAS3* RNA, extends the observation of ribosome occupancy to other *TAS* RNAs, and reveals the association of *TAS* RNAs with MBPs.

However, we do not believe that MBPs offer an optimal environment for phasiRNA production. We found that many *MIR* genes produce 22-nt isoforms due to imprecision in DCL1 processing, yet most 22-nt miRNA isoforms do not trigger phasiRNA production from their target RNAs. We propose that the sequestration of 22-nt miRNAs and miRNA target transcripts on MBPs prevents them from engaging in phasiRNA production. We propose that the rough ER is somehow capable of inhibiting the entry of most protein-coding transcripts into the phasiRNA biogenesis pathway. The *TAS* genes and a handful of protein-coding genes have evolutionarily adapted to the rough ER environment by having an optimal arrangement between the miRNA binding site and ribosome occupancy to enable phasiRNA biogenesis. Thus, ER and ribosomes have a previously unknown function in regulating the biogenesis of small RNAs.

## Materials and methods

### Plant materials

*Arabidopsis thaliana* (RRID:SCR_004618) wild-type (Columbia accession), *ago1-27* (Vaucheret et al., 2004), *hyl1-2* (Han et al., 2004; Vazquez et al., 2004a), and *SUC2:amiR-SUL* (de Felippes et al., 2011) strains were used in this study.

### Microsome and MBP isolation

The isolation of microsomes and MBPs for small RNA sequencing was performed as described (Li et al., 2013). In brief, 2 g of seedlings were ground in 7 ml microsome isolation buffer (MEB: 100 mM Tris-HCl, pH7.5, 5 mM EGTA, 15 mM MgCl_2_, 5 mM DTT, 0.3M sucrose, 50 U/ml superaseIN (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), 50 μg/ml cycloheximide, 50 μg/ml chloramphenicol, and a complete proteinase inhibitor cocktail (Roche)), and the cell lysate was filtered by 2 layers of miracloth and centrifuged at 10,000 g twice to remove debris. A 100 µl aliquot was taken from the clarified supernatant as input, and the rest was applied onto a sucrose step gradient (2.5 ml 20%/2.5 ml 60% sucrose), and centrifuged at 100,000 g in an SW41 rotor (Beckman coulter) for 1 hr. Microsomes were recovered from the interface of the two sucrose layers, diluted with 10 volumes of MEB and precipitated by centrifugation at 100,000 g for 30 min.

To isolate MBP, the microsome preparation was lysed with 8 ml polysome isolation buffer (0.2M Tris-HCl, pH9.0, 0.2M KCl, 0.025M EGTA, 0.035M MgCl2, 0.2% Brij-35, 0.2% Triton X-100, 0.2% Igepal CA630, 0.2% Tween 20, 0.2% polyoxyethylene 10 tridecyl ether, 5 mM DTT, 1 mM PMSF, 50 μg/ml cycloheximide, 50 μg/ml chloramphenicol and 2.5 U/ml superaseIN). The lysate was kept on ice for 30 min, and then loaded on the top of a sucrose cushion (0.4M Tris-HCL, pH9.0, 0.2M KCl, 0.005M EGTA, 0.035m MgCl_2_, 1.75M sucrose, 5 mM DTT, 50 μg/ml cycloheximide, and 50 μg/ml chloramphenicol) and centrifuged at 170,000 g for 3 hr. The pellet was dissolved with resuspension buffer (0.2M Tris-HCl, pH9.0, 0.2M KCl, 0.025M EGTA, 0.035M MgCl_2_, 5 mM DTT, 50 μg/ml cycloheximide, and 50 μg/ml chloramphenicol) and the solution was transferred into a new tube as the MBP fraction. An aliquot of the MBP was subjected to 15–50% sucrose gradient centrifugation for polysome integrity evaluation, and the rest was used for sRNA and mRNA sequencing.

### Isolation of cytosol, microsome, free polysomes (FPs) and membrane-bound polysomes (MBPs)

A detailed protocol for the isolation of cytosol, microsome, free polysomes (FP) and membrane-bound polysomes (MBP) may be found at Bio-protocol (Zhao and Li, 2017). The simultaneous recovery of cytosol and microsomal fractions from the same samples, followed by the isolation of FPs and MBPs from the two fractions, respectively, was performed according to (de Jong et al., 2006). Briefly, 2 g of seedlings were ground in liquid nitrogen, and the powder was resuspended with 8 ml extraction buffer (0.2M Tris-HCl, pH8.5, 0.1M KCl, 70 mM Mg(C_2_H_3_O_2_)_2_, 50 mM EGTA, 0.25M sucrose, 10 mM DTT, 50 ug/ml cycloheximide, 50 ug/ml chloramphenicol and 2.5 U/ml superaseIN). The slurry was filtered by 2 layers of miracloth and centrifuged twice at 10,000 g for 10 min to remove debris. Microsomes were pelleted by centrifugation at 30,000 g for 30 min in a Beckman SW28 rotor. The supernatant was transferred into a new tube as the cytosol fraction, and the microsome pellet was dissolved with 8 ml extraction buffer supplemented with 1% v/v Triton X-100. Both the cytosol and microsomal fractions were centrifuged again at 30,000 g for 30 min to remove any residual membranes, and the supernatant was loaded onto an 8 ml 1.75M sucrose cushion as described in the 'Microsome and MBP isolation' section and centrifuged at 170,000 g for 3 hr. The FP and MBP pellets were resuspended with 400 µl resuspension buffer as described in the 'Microsome and MBP isolation' section, and polysome integrity evaluation was conducted as before.

Note that this procedure does not recover MBPs that are as pure as the procedure described above, but allows the simultaneous recovery of both cytosol and microsomes. This MBP isolation approach was only used when FP and MBP transcriptomes were compared. RNA was extracted from the cytosol and microsomal fractions by TRI-reagent (Molecular Research Center) and subjected to RNA-seq (see below).

### Isolation of total polysomes (TPs)

Total cellular polysomes were isolated as previously described (Mustroph et al., 2009). Briefly, 1g seedlings were ground in liquid nitrogen and the powder was resuspended in 8 ml polysome extraction buffer (see the 'Microsome and MBP isolation' section). The slurry was clarified by centrifugation at 10,000 g for 10 min at 4°C twice. The supernatant was loaded onto an 8 ml 1.75M sucrose cushion, and ribosomes were pelleted at 170,000 g for 3 hr at 4°C in a Type70 Ti rotor (Beckman Coulter) and resuspended in 400 µl resuspension buffer (see the 'Microsome and MBP isolation' section) for RNA isolation and analysis of polysome profiles.

### Determination of AGO1 levels in microsomal and MBP fractions

1.5 g seedlings were ground in liquid nitrogen and the powder was resuspended in 4 ml MEB buffer. The slurry was clarified by passage through two layers of miracloth and centrifugation at 10,000 g for 10 min twice at 4°C. The supernatant was subjected to further centrifugation at 100,000 g for 1 hr at 4°C to separate the cytosol (the soluble) and microsomal (the pellet) fractions. The pellet was washed by the same amount of MEB once again to avoid cytosol contamination of the microsomal fraction.

AGO1 and AGO4 were detected by western blotting with anti-AGO1 or anti-AGO4 antibodies (AGO1: AgriSera Cat# AS09 527 RRID:AB_2224930; AGO4: AgriSera Cat# AS09 617 RRID:AB_10507623). To test the RNA dependence for AGO1’s membrane association, the clarified plant extract was treated with either RNase inhibitor (as a control) or 80 units/ml RNase I at room temperature for 1 hr, after which microsomes were isolated and subjected to RNA and protein analyses as described above.

To detect AGO1’s association with MBPs, MBPs were isolated as described in the ‘Microsome and MBP isolation’ section, and subjected to sucrose gradient centrifugation to separate the light fraction containing the 40S, 60S, and 80S ribosomes from the polysomes. Proteins were isolated from these fractions using TRI reagent (Molecular Research Center) following manufacturer's instructions. To determine the RNA-dependence of AGO1’s MBP association, 1000 O.D.260 units of MBPs were treated with 1500 units of RNase I followed by sucrose gradient centrifugation. The light fraction containing the 40S, 60S, and 80S ribosomes and the heavy fraction containing polysomes were recovered. Proteins were isolated from these fractions with TRI reagent following manufacturer's instructions and subjected to western blotting to detect AGO1 and the ribosomal protein L13 with commercial antibodies (AgriSera Cat# AS09 478 RRID:AB_2060757).

### ER immunoprecipitation

1 g seedlings expressing YFP-SEC12 were ground in liquid nitrogen into fine powder, and the powder was resuspended with 2 ml IP buffer containing 50 mM Tris-HCl (pH7.5), 150 mM NaCl, 0.3M sucrose, 10% glycerol, and 1x proteinase inhibitor (Roche). 100 µl supernatant was saved as the input after clarification by 10,000 g centrifugation at 4°C, and the rest was used for immunoprecipitation. Briefly, the extract was pre-cleared by Dynabeads (Invitrogen), incubated with anti-GFP antibodies (Clontech Laboratories, Inc. Cat# 632592 RRID:AB_2336883) for 2 hr at 4°C with gentle rotation, and washed by IP buffer four times. The beads were boiled with 1x protein loading buffer, and the proteins were subjected to western blotting to detect YFP-SEC12, HSC70, ARF1, SYP22, and PEPC using commercial antibodies (anti-GFP: Clontech Laboratories, Inc. Cat# 632380 RRID:AB_10013427; anti-HSC70: Enzo Life Sciences Cat# ADI-SPA-818-F RRID:AB_11180122; anti-ARF1: AgriSera Cat# AS08 325 RRID:AB_1271007; anti-SYP22: a gift from Dr. Natasha Raikhel; PEPC: AgriSera Cat# AS09 458 RRID:AB_2063166). Using the same procedure, ER IP was performed followed by RNA isolation and sRNA sequencing (see below for sRNA library construction and data analysis).

### Membrane topology analysis for the YFP-SEC12 protein

Microsomes from YFP-SEC12 transgenic plants were isolated, resuspended with MEB buffer, and digested with 10 ng/µl proteinase K (Fermentas) in the presence or absence of 1% Triton X-100 for 20 min on ice. The reactions were stopped by the addition of phenylmethylsulfonyl fluoride to a final concentration of 5 mM and subjected to western blotting using anti-GFP antibodies (Clontech Laboratories, Inc. Cat# 632380 RRID:AB_10013427) to detect YFP-SEC12.

### AGO1 immunoprecipitation (IP) and slicer assay

To IP AGO1 from total cell extracts, the same procedure as that of YFP-SEC12 IP was applied except that AGO1 antibody (AgriSera Cat# AS09 527 RRID:AB_2224930) was used. To IP AGO1 from microsomes, microsomes were first isolated and dissolved in IP buffer containing 1% of Triton X-100. The microsome lysate was then diluted by 10 volumes of non-detergent-containing IP buffer to reduce the Triton X-100 concentration to 0.1%, and immunoprecipitation was performed. After washes, the beads were resuspended in the reaction buffer for slicer activity assay (see below).

For the slicer activity assay, part of the *PHB* gene spanning the miR165/6 binding site was amplified with primers PHB-T7-F and PHB-R (Supplementary file 5). In vitro transcription was carried out with T7 RNA polymerase (Promega) in the presence of ^32^P UTP. The reaction mix was resolved on 5% polyacrylamide/7M urea gel. The band corresponding to the expected *PHB* transcript was excised from the gel, and the RNA was recovered by soaking the gel slicer in 0.3M NaCl overnight followed by precipitation with ethanol. The beads containing AGO1 immunoprecipitates were mixed with the *PHB* transcript in reaction buffer (1 mM ATP, 0.2 mM GTP, 1.2 mM MgCl_2_, 25 mM creatine phosphate, 30 mg/mL creatine kinase and 0.4 unit/mL RNase Inhibitor (Promega)). The reaction mix was incubated at room temperature for 2 hr. RNA was then extracted with TRI-reagent and resolved in a 5% polyacrylamide/7M urea gel, and ^32^P signals were detected with a Phosphoimager.

### Detection of 3’ cleavage products in vivo

To detect the 3' cleavage products from miRNA targets, 5' RACE was performed using the GeneRacer kit (Invitrogen). Total RNAs were directly ligated with the GeneRacer RNA oligonucleotide and reverse transcription reactions were carried out with an oligo dT primer. Seminal quantitative PCR was performed with gene specific primers (Supplementary file 5) to quantify 3' cleavage products from miRNA targets. To map the cleavage position, the PCR products were cloned into the T-easy vector (Promega) and subjected to Sanger sequencing.

### Small RNA library construction

30 µg of RNA was resolved on 15% urea-PAGE gel, and the 18–30-nt region was excised from the gel. Small RNAs were recovered by soaking the smashed gel in 0.3M NaCl overnight, followed by precipitation with ethanol. Small RNA libraries were constructed following instructions from the Illumina Truseq small RNA library preparation kit (Illumina). The libraries were sequenced on an Illumina Hiseq 2500 at the UC Riverside Genomics core facility.

### RNA-seq library construction

RNA-seq libraries were constructed using the NEBNext mRNA Library Prep kit (NEB). Briefly, polyA+ RNAs were isolated with the Dynabeads mRNA DIRECT Purification Kit (ThermoFisher Scientific), and fragmented to approximately 200 nt. cDNA was synthesized with random primers, and DNA adaptors were ligated to both ends of the double-stranded cDNAs. PCR was performed with primers complementary to the sequences in the DNA adaptors to generate RNA-seq libraries, which were sequenced on Illumina Hiseq2500.

### Analysis of sRNA-seq

Reads from Illumina sRNA-seq were first processed to remove the 3' adaptor sequences (TGGAATTCT or AGATCGGAA) and then size-selected (18 to 42 nt) using cutadapt v1.9.1 (Martin, 2011). Adaptor-free reads that aligned to rRNA/tRNA/snoRNA regions were then removed using Bowtie v1.1.0 (Langmead et al., 2009) with the parameters '-v 2 k1', and reads that were assigned to the 45S rRNA regions were counted. The rest of the reads were mapped to the TAIR10 genome (http://www.arabidopsis.org) using ShortStack v3.4 (Johnson et al., 2016) with parameters ' --bowtie_m 1000 --ranmax 50 --mmap u --mismatches 0 '. To calculate and compare small RNA abundance in different genotypes or samples, the genome was tiled into 100 bp windows and reads whose 5' end nucleotides fall within a window were assigned to the window. Normalization was performed by calculating the RPMR value (reads per million of 45S rRNA reads) for each window, and comparison was conducted by the R package 'DESeq2' (Love et al., 2014).

Annotated miRNA sequences were obtained from miRBase v21. To quantify miRNA abundance, adaptor-free reads were searched for those that matched to the sequence of each miRNA allowing for a 1-nt shift on either the 5’ or 3’ end. To quantify ta-siRNA levels, reads located within each of the eight annotated *TAS* gene regions (*TAS1a*, *1b*, *1c*, *TAS2*, *TAS3a*, *3b*, *3c*, and *TAS4*) were counted and summed separately for each size class (21 nt, 22 nt, 23 nt, and 24 nt). Windows that harbor P4siRNAs were determined as described (Li et al., 2015).

### Small RNA phasing analysis

Phasing analysis was performed as previously described (De Paoli et al., 2009; Howell et al., 2007). Small RNA reads from sense and antisense strands were unified. Phasing score was calculated by the following formula.

$$Phasing\;\;score=\ln\left[{\left(1+10\times \frac{\sum_{i=1}^{10}Pi}{1+\sum^{U}}\right)}^{n-2}\right],\text{n}>3$$

Where n = number of phase cycle positions occupied by ≥1 reads within a 10-cycle window. P = total number of reads for all sRNAs with start coordinates in a given phase within a 10-cycle window. U = total number of reads for all sRNAs with start coordinates outside of a given phase.

### Processing and mapping of mRNA-seq reads

Raw RNA-seq reads that passed the Illumina quality control steps were collapsed into a set of non-redundant reads. These non-redundant reads were mapped to the TAIR10 *Arabidopsis* genome using TopHat v2.0.4 with default settings (Kim et al., 2013). Reads that were mapped to multiple positions were excluded from further analyses. Cuffdiff (Trapnell et al., 2012) was used to calculate normalized gene expression levels and call differentially expressed genes (with FDR < 0.05 and fold change > 2).

### Ribo-seq library construction

A total of 2000 O.D.260 units of MBP was digested by 3000 units of RNase I (Ambion) in 400 µl digestion buffer (20 mM Tris-HCl, pH 8.0, 140 mM KCl, 5 mM MgCl2, 50 µg/ml cycloheximide, 50 µg/ml chloramphenicol) with gentle shaking at room temperature for 1.5 hr, and the digestion product was centrifuged in a 15–50% sucrose density gradient at 300,000 g for 1.5 hr. A gradient fractionation system (ISCO) was used to collect the monosome fraction. Monosomal RNAs were extracted with TRI Reagent (MRC), and resolved on 15% Urea-PAGE. RNAs corresponding to 25–35 nt were recovered from the gel and phosphorylated by T4 polynucleotide kinase (NEB). Next, the monosomal RNAs were further polyadenylated with PolyA Polymerase (NEB), and reverse transcribed with the primer oligodT linkerM (Supplementary file 5), followed by cDNA circularization with CircLigase (EpiCenter). rRNAs were removed by hybridization with biotin conjugated DNA probes (Supplementary file 5) followed by capture with Dynabead M-280 Streptavidin (Invitrogen). Finally, the Ribo-seq library was obtained by PCR with primers listed in Supplementary file 5.

### Ribo-seq analysis

Ribo-seq and MBP mRNA-seq datasets were processed using Tophat 2.0 with default parameters (Trapnell et al., 2012). Files containing genomic coordinates (e.g., 5’ UTR, exon, intron) were obtained from TAIR 10. Reads were associated with a genomic feature using bedtools v2.23.0 (Quinlan and Hall, 2010) with overlap ≥80%.

### DATA deposition

The genomics datasets were deposited at NCBI GEO under the accession number GSE82041.

# Supplementary material for: Biogenesis of phased siRNAs on membrane-bound polysomes in Arabidopsis
**Source:** eLife. 2016 Dec 12;5:e22750. doi: 10.7554/eLife.22750
**Supplement:** Supplementary file 5. — DOI: http://dx.doi.org/10.7554/eLife.22750.019

| **name** | **sequence** | **purpose** |
| --- | --- | --- |
| rev-raceR | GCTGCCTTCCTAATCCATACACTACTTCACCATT | 5’ RACE RT PCR |
| phb-raceR | GACACTCCAGGCATCCAGATCAACATGA | 5’ RACE RT PCR |
| cna-raceR | GCCGCCATTGTTGTCTTCTGTGCAA | 5’ RACE RT PCR |
| csd2-raceR | GTCAAGCCAATCACACCACATGCCAA | 5’ RACE RT PCR |
| \| cuc1 raceR \| CAGAGAGTAAACGGCCACACACTCAC \| \| --- \| --- \| | CAGAGAGTAAACGGCCACACACTCAC | 5’ RACE RT PCR |
| Oligo dT linkerM | /5Phos/GAT CGT CGG ACT GTA GAA CTC TGA ACC TGT CGG TGG TCG CCG TAT CAT T/iSp18/CA CTC A/iSp18/CC TTG GCA CCC GAG AAT TCC ATT TTT TTT TTT TTT TTT TTT VN | Ribo-seq |
| rDNA dep-1 | /5BioTEG/TGGCCGAGGGCACGTCTGCCTGGGTGTC | Ribo-seq; depletion of rRNA |
| rDNA dep-2 | /5BioTEG/TGGTCGGCTTGTCCCTTCGGTCGGC | Ribo-seq; depletion of rRNA |
| rDNA dep-3 | /5BioTEG/GCGGGTGCACCGCCGACCGACCTTG | Ribo-seq; depletion of rRNA |
| rDNA dep-4 | /5BioTEG/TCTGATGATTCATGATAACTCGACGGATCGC | Ribo-seq; depletion of rRNA |
| rDNA dep-5 | /5BioTEG/GCCAAGGATGTTTTCATTAATCAAGAAC | Ribo-seq; depletion of rRNA |
| rDNA dep-6 | /5BioTEG/AACCCCTGTTTTTGGTCCCAAGGCTCGC | Ribo-seq; depletion of rRNA |
| rDNA dep-7 | /5BioTEG/TGCCGGCCGGGGGACGGACTGGG | Ribo-seq; depletion of rRNA |
| rDNA dep-8 | /5BioTEG/ATTCAGCCCTTTGTCGCTAAGATTCG | Ribo-seq; depletion of rRNA |
| rDNA dep-9 | /5BioTEG/GCCGCTCACGCCCGGTCGTACTC | Ribo-seq; depletion of rRNA |
| rDNA dep-10 | /5BioTEG/CAATGATTAGAGGCATTGGGGGCGC | Ribo-seq; depletion of rRNA |
| miR167AS | TAGATCATGTTGGCAGTTTCA | miRNA northern blot |
| miR156AS | GTGCTCTCTTTCTTCTGTCA | miRNA northern blot |
| miR398AS | AAGGGGTGACCTGAGAACACA | miRNA northern blot |
| miR169AS | CGGCAAGTCATCCTTGGCTCA | miRNA northern blot |
| U6 | AGGGGCCATGCTAATCTTCTCTG | miRNA northern blot |
| PHB-T7-F | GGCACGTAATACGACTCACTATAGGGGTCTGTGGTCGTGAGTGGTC | In vitro transcription |
| PHB-R | GCCAAGATGGACGATCTTTG | In vitro transcription |

Supplementary File 5. Oligonucleotides used in this study

How the deposited data were processed for this re-analysis (not part of the article)

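PolyA+ RNA-seq libraries of 4 fractions (cytosol, microsome, FP and MBP) of 12-day Arabidopsis Col-0 seedlings were analysed, with 3 libraries per fraction. Each file holds 28496 genes and 2 columns of values. The first column, as deposited by the authors, holds raw read counts per gene. The second column deposited by the authors holds these counts divided by a size factor of the library, and the factors equal the median-of-ratios size factors of all 12 libraries together. According to the paper's methods, the authors collapsed the reads to a non-redundant set, mapped them to the TAIR10 genome with TopHat and excluded reads mapping to multiple positions, and used Cuffdiff for normalized levels and for calling differences. The paper's text does not name the program that made the counts. The raw counts were used for every result, and the second column was used only to check its relation to the first. The files hold nuclear genes only. The sRNA-seq and other experiments of the paper were not analysed here.

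Total counts per library ran from 9324186 to 13608750, both in FP, and the 18859 genes with at least 10 counts in at least 3 libraries were tested. Counts are of reads without molecular identifiers, so their counting error understates the error of a library, and the spread between the 3 libraries of a fraction was used throughout. Counts were normalized with edgeR's TMM method and compared with edgeR's quasi-likelihood test (R 4.3.3, edgeR 4.0.16) in a single fit of all 12 libraries with 1 coefficient per fraction. The p-values were adjusted by the Benjamini-Hochberg method over the tested genes, and a transcript was called at an adjusted p below 0.05 and a fold change above 2, the thresholds of the paper. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of the F statistic. The comparisons were MBP with FP, microsome with cytosol, the difference between these comparisons, cytosol with FP, and microsome with MBP. On simulated counts with 200 genes changed by 2 on the log2 scale, the test called 200 of the 200, with 4 calls among unchanged genes and none in a comparison without changes. The simulated libraries had the same dispersion for all genes and no deviation shared between libraries. Genes with few counts were not changed. The simulation therefore does not give the power or the error rate in the real libraries.

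TMD transcripts and miRNA targets were taken from Supplementary files 3.2 and 3.3. The former was used as far as it was given, with 1995 transcripts, and its further transcripts were not analysed here. The median log2 fold change of a list was compared with the medians of 10000 random lists of tested transcripts of the same size and with the same numbers in each of 10 strata of mean abundance. Clustering used the 5000 transcripts with the largest standard deviation of the fraction means of log2(CPM + 1), 1 minus Pearson's r as the distance and average linkage. Detection in both MBP and FP was counted at 10 or more counts in all 3 libraries of a fraction. CPM values of single genes, in counts scaled to the effective library size, are TMM-normalized means with the SD of 3 libraries. Positions, transcript lengths and GC content are from the RefSeq annotation of the TAIR10.1 assembly, which covers 99.6% of the tested genes.

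The genes named were chosen by a rule. They are the 3 largest changes among transcripts past the thresholds with a mean of at least 100 counts in the higher fraction and no overlap between the libraries of the compared fractions. For MBP against FP, increases and decreases were taken among all transcripts and among the miRNA targets, and increases among the TMD transcripts. For microsome against cytosol, increases were taken among the TMD transcripts. In addition, the phasiRNA loci of Supplementary file 4, genes whose identifiers a figure of the paper shows, and a list of genes that the paper names by symbol and that point to a single identifier were included. SEC12 had no single identifier and was left out. Other genes that the paper names, such as NRPD1 and SYP22, are not on this list.

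Alternatives replaced 1 choice at a time. They were no filter on low counts, a mean of at least 5 CPM, median-of-ratios scaling, quantile normalization with limma voom (limma 3.58.1), DESeq2's Wald test (DESeq2 1.42.0), a fit of only the 6 libraries compared, edgeR's test against a fold change of 2 (glmTreat), fold changes from the fraction means, the replicate number as a block, this block with median-of-ratios scaling, and each library left out in turn. These choices and the rule for named genes were set before the data were examined. For each comparison, only libraries of its own fractions were left out. A covariate for the deviation shared by 1 library of each fraction and a detection threshold of 50 counts were added after seeing the data. The 6 libraries of a pair of fractions were also divided in all 10 ways into 3 and 3, and 100 reassignments of the 12 libraries were drawn for the difference between comparisons.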

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

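The test of the grouping of the libraries into microsome and MBP was chosen only after the result was seen, and the covariate for the shared deviation was added after seeing the data. For the other tests, what would count for or against each explanation was set before its value was seen.

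The MBP against FP change and the microsome against cytosol change differed for many transcripts. A test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per fraction) gave 830 transcripts with a higher log2 fold change in MBP against FP than in microsome against cytosol, and 2 with a lower one, out of 18859. At an unadjusted p below 0.05 and a fold change above 2, there were 1538 in both directions together. The paper does not report this comparison. Of the 830 transcripts, 91.3% were higher in MBP than FP, 40.4% were higher in microsome than cytosol and 31.2% were in the given part of the TMD list. Their median log2 fold change was 2.16 in MBP against FP and 0.82 in microsome against cytosol. The difference between the comparisons equals the cytosol against FP change minus the microsome against MBP change. For the 830 transcripts, the medians of these changes were 1.22 and −0.11, 82.3% were higher in cytosol than FP, and the cytosol against FP change was the larger in size for 99.9%.

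Other groupings of the libraries were tested by reassigning the microsome and MBP libraries among these fractions and the cytosol and FP libraries among theirs, with 200 possible reassignments, of which 100 were drawn, the real one included. As many as 830 transcripts were found in 4 of the 100, and as many as 2 in 10 of the 100. Only 17 of the drawn reassignments part every pair of same-numbered libraries as the real one does, and of these 4 and 6 gave as many. The other drawn ones place same-numbered libraries together. All 32 reassignments that part every pair were then fitted, and 5 gave as many as 830. The 8 that kept cytosol and FP libraries unmixed gave 653 to 1297 transcripts. All the others mixed cytosol with FP libraries and gave 0 at the adjusted threshold, with 15 to 2936 transcripts in the larger direction at an unadjusted p below 0.05. At the adjusted threshold, a count of this size was therefore found only with the cytosol and FP libraries kept apart. It did not need the grouping of the libraries into microsome and MBP. At the unadjusted p, some reassignments that mixed cytosol with FP libraries exceeded the 1510 of the real one, so a need for this separation is not shown.

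The deviation shared by 1 library of each fraction was added as a covariate, and 1615 transcripts then had a higher change in MBP against FP than in microsome against cytosol. The covariate sums to 0 within each fraction, so it cannot take up a difference between fractions and mainly lowers the spread left over. A rise was to be foreseen, and the result cannot be told apart from the shared deviation by this fit. GC content had a Spearman rho of 0.039 with the difference across genes. Transcript length had a rho of 0.342, longer transcripts having the higher differences, so a length bias may contribute. Cytosol against FP had a rho of −0.025 with length, so the relation with length is not seen in the comparison in which the 830 transcripts mostly change, and a length bias is the weaker for it as an explanation. The count also depends on the processing, from 0 with the test against a fold change of 2 (545 at an unadjusted p below 0.05) to 1615 with the covariate. RNA of the cytosol fraction that is not on free polysomes, from whatever part of the cell, could give the same pattern. This is a hypothesis only, since neither the shared deviation nor a part played by transcript length was ruled out. The sample descriptions give a separate extraction for cytosol and microsome RNA, so cytosol and FP libraries may also differ by procedure. No library separates such a difference from that of the fractions, so it was not tested. No date or batch of sequencing is given in the sample descriptions, so a batch that differs between the FP libraries and the others was not tested.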

How the results depend on the processing

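The fit with the shared deviation as a covariate and the detection threshold of 50 counts were chosen after seeing the data. Some alternatives could not be run. A pseudocount of 0.1 for the tests and limma with or without an intensity trend apply to FPKM values and not to counts, and organelle genes are not among the genes of the files. Filters meant for FPKM were applied as CPM, and detection thresholds as counts.

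The alternatives included each MBP or FP library left out in turn. Over all of them, the number of transcripts higher in MBP than FP stayed within 1.5 times its value of 2757 (1851 to 2939). So did the miRNA targets higher in MBP (94 to 134). The clustering was run under its own alternatives only, 5 choices of transcripts, distance or pseudocount and each replicate number left out, and it placed every library on the side of its compartment in each of them. Fold changes from the fraction means and median-of-ratios scaling alone moved no count beyond 1.5 times. The results that moved follow, and in each case the cause was not tested.

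Without a filter on low counts, TMD transcripts lower in microsome numbered 27 in place of 47, transcripts with a higher change in MBP against FP than in microsome against cytosol 320 in place of 830, and transcripts lower in cytosol than FP 10 in place of 4. With at least 5 CPM, 1 transcript had a lower change in MBP against FP than in microsome against cytosol in place of 2, 862 were higher in cytosol than FP in place of 1471, and 1 was lower. With quantile normalization and limma voom, 1275 transcripts were lower in MBP than FP in place of 831, 87 TMD transcripts in place of 53 and 56 miRNA targets in place of 32. The difference between comparisons fell to 289 higher, and 629 were higher and 61 lower in cytosol than FP. In fits of only the 6 libraries compared, 383 were higher in cytosol than FP and 0 lower (17 lower at an unadjusted p below 0.05). The test against a fold change of 2 left 29 transcripts lower in MBP, 580 TMD transcripts higher and 0 lower (23 at the unadjusted p), and 1 miRNA target lower. It left 447 higher and 122 lower in microsome in place of 1300 and 927, with 110 and 2 for TMD transcripts in place of 363 and 47. For the difference between comparisons it left 0 higher and 0 lower (545 and 4 at the unadjusted p), and for cytosol against FP 30 and 0 (1 lower at the unadjusted p). With the replicate number as a block, 31 TMD transcripts were lower in MBP, and the difference between comparisons gave 477 higher and 1 lower. With the block and median-of-ratios scaling together, 31 TMD transcripts were lower in microsome, and the difference gave 264 and 1. DESeq2's Wald test gave 1330 transcripts lower in MBP, 95 TMD transcripts and 49 miRNA targets lower, 8 lower in cytosol than FP, and 22 higher in microsome than MBP in place of 0 (151 at the unadjusted p). With the shared deviation as a covariate, 1298 transcripts and 85 TMD transcripts were lower in MBP, the difference gave 1615 and 56, 17 were lower in cytosol than FP, and 212 were higher and 11 lower in microsome than MBP.

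With 1 MBP or FP library left out in turn, transcripts lower in MBP numbered 350 to 1091, TMD transcripts 14 to 78 and miRNA targets 11 to 40. With 1 microsome or cytosol library left out, TMD transcripts lower in microsome numbered 26 to 45. Across the 12 fits that each left out 1 library, the difference between comparisons gave 204 to 957 higher and 0 to 3 lower (20 to 28 at an unadjusted p in the fits with 0). With 1 cytosol or FP library left out, 2 to 16 were lower in cytosol. The counts of transcripts lower in MBP were smallest without FP replicate 2, MBP replicate 2 or MBP replicate 3.

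The median log2 fold change of the TMD transcripts was 0.75 with quantile normalization in place of 0.91 and stayed within the spread between replicates under the other alternatives. The median of the miRNA targets stayed within that spread under every alternative, on either side of 0. The share of transcripts detected on both MBP and FP was 94.2% with at least 1 count and 83.7% with at least 50 counts in place of 92.7%.

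Of the named genes, the log2 fold changes of MBP against FP that changed sign belonged to genes not called as changed. AT1G62914 (0.027) had −0.0045 with no filter, −0.047 with median-of-ratios scaling, −0.012 with the 6 libraries, −0.057 with the block, −0.13 with the block and median-of-ratios scaling and −0.054 with DESeq2. AT1G63330 (0.0091) had −0.023 with no filter, −0.062 with median-of-ratios scaling, −0.030 with the 6 libraries, −0.053 with the block and median-of-ratios scaling and −0.058 with DESeq2. RPF2 (0.15) had −0.015 with quantile normalization. RPF3 (0.077) had −0.11 with quantile normalization. RDR6 (0.026) had −0.0037 with no filter, −0.028 with 5 CPM, −0.049 with median-of-ratios scaling, −0.16 with quantile normalization, −0.012 with the 6 libraries, −0.048 with the block, −0.12 with the block and median-of-ratios scaling and −0.050 with DESeq2. With each library left out in turn, the ranges were −0.19 to 0.42 for AT1G62590, −0.15 to 0.46 for RPF2, −0.0062 to 0.51 for AT1G62910, −0.43 to 0.46 for AT1G62914, −0.053 to 0.21 for RPF3, −0.041 to 0.64 for AT1G63080, −0.41 to 0.53 for AT1G63330, −0.12 to 0.48 for AT1G63400, −0.43 to 0.039 for PHB, −0.14 to 0.087 for AT3G23690, −0.26 to 0.35 for RDR6, −0.75 to 0.073 for AT5G16640, −0.21 to 0.14 for AT5G38850 and −0.081 to 0.49 for REV. Other named genes kept their direction and crossed a threshold. With the test against a fold change of 2, 8 were no longer called, with the block 1 (OEP7), and without FP replicate 2, MBP replicate 2 or MBP replicate 3 6, 6 and 4. TAS3 was called as lower in MBP with DESeq2 (−1.65), with the covariate (−1.42) and without FP replicate 1 or 3 (−1.91 in both).

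Depth limits the results for genes with few counts. AT3G25795 and CUC1 could not be tested, and the PPR genes among the phasiRNA loci had 0.74 to 10.9 CPM in MBP.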

Differences from the paper's values

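The paper's values were computed from the FPKM values that the paper lists for each transcript in Supplementary files 3.2 and 3.3, as log2 ratios, and the values here are log2 fold changes from the counts. A log2 value is taken to differ when the gap is larger than the spread between replicates or when the signs differ. A count is taken to differ when the gap is larger than this spread and 1 value is more than 1.5 times the other. For a set or a count, the spread is the SD of the 3 values formed by replicate number, whose pairing is not known. For a single gene, it is the root of the summed variances of both fractions compared, on the log2 scale.

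For the TMD transcripts in MBP against FP, the median was 0.91 and the paper's 0.69. Among the alternatives set before the data were examined, 0.75 with quantile normalization and limma voom no longer differed from the paper's value, and the others did. In microsome against cytosol, the median of the TMD transcripts was 0.29 against the paper's 0.14, and none of the alternatives set before the data were examined closed the gap. The number of TMD transcripts with a ratio of microsome to cytosol above 2 was 387 against the paper's 256. The gap was within the limits with the filter of 5 CPM (341), only the 6 libraries compared (384) and without cytosol replicate 1 (380), and not with the other alternatives. The median of the miRNA targets in MBP against FP was 0.052 and the paper's −0.090, which differ in sign. The values that did not differ from the paper's were −0.017 with median-of-ratios scaling, −0.087 with quantile normalization and limma voom, −0.030 with the block and median-of-ratios scaling, −0.018 with DESeq2's Wald test and −0.0094 without MBP replicate 2. The median of −0.0058 without the targets also in the given part of the TMD list did not differ either. It is over fewer transcripts than the paper's. The remaining alternatives set before the data were examined gave positive medians.

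For single genes, the paper's lists give 31 values for the named ones, and 22 of these did not differ. In MBP against FP, the log2 fold change was 3.82 against the paper's 3.06 for AT1G16180, 3.73 against the paper's 2.30 for ENODL2 and 3.86 against the paper's 2.95 for BGLU18. In microsome against cytosol, it was 3.12 against the paper's 2.12 for AT3G16670 and 2.52 against the paper's 1.49 for ENODL2. For these 5 values, none of the alternatives set before the data were examined closed the gap. ATSTE24 had 3.64 in MBP against FP, and the paper's value is 3.15. Only 3.30 with quantile normalization and limma voom did not differ. VSP2 had 3.42 against the paper's 2.57. The values that did not differ were 3.17 with quantile normalization and limma voom, 3.33 with the block and median-of-ratios scaling, 3.24 without FP replicate 1, 3.20 without FP replicate 3 and 3.17 without MBP replicate 1. AT1G62914 had 0.027 against the paper's −0.22, with opposite signs, and negative values that did not differ were −0.0045 with no filter on low counts, −0.047 with median-of-ratios scaling, −0.012 with only the 6 libraries compared, −0.057 with the replicate number as a block, −0.13 with the block and median-of-ratios scaling, −0.054 with DESeq2's Wald test, −0.43 without FP replicate 2, −0.058 without MBP replicate 2 and −0.33 without MBP replicate 3. Its standard error was 0.85. RPF3 (AT1G62930) had 0.077 against the paper's −0.31, also with opposite signs, and the values that did not differ were −0.11 with quantile normalization and limma voom, −0.053 without FP replicate 2 and −0.029 without MBP replicate 3. The remaining alternatives set before the data were examined did not close these gaps.

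The paper describes Supplementary file 3.1 as the transcripts that vary most. Of the 1995 transcripts given of it, 25.4% were among the 5000 most varying here.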

Other observations

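Chosen only after the result was seen were the tests of replicate numbers and library size behind the shared deviation, of membrane-bound RNA and of RNA without an annotated coding sequence in the cytosol, of the order of Supplementary file 3.1 and of the axis of Figure 3E. The covariate for the shared deviation was added after seeing the data.

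For the comparisons of 2 fractions, the 6 libraries can be divided into 3 and 3 in 10 ways, of which 4 part every same-numbered pair, so that the share of divisions with a result as large is at least 1 in 10. In MBP against FP, 1 of the 10, the real one, gave as many as the 2757 transcripts higher and 831 lower, the 925 TMD transcripts higher and 53 lower, and the 128 miRNA targets higher and 32 lower. In microsome against cytosol, 1 of the 10 gave as many as the 1300 transcripts higher and 927 lower and the 363 TMD transcripts higher and 47 lower. In cytosol against FP, 1 of the 10 gave as many as the 1471 higher and the 4 lower. In each case the real division was also the only one to do so among the 4 that part every same-numbered pair. The other divisions all gave 0 transcripts in these comparisons at the adjusted threshold. At an unadjusted p below 0.05 and a fold change above 2, their larger direction held 12 to 793 of all transcripts in MBP against FP, 18 to 261 in microsome against cytosol and 21 to 1051 in cytosol against FP. In microsome against MBP, all 10 divisions, the real one included, gave 0 transcripts, with 11 to 77 at the unadjusted p in the other divisions.

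Microsome and MBP libraries differed in 0 transcripts higher and 0 lower in microsome, although 160 passed a fold change of 2 at an unadjusted p below 0.05, 151 of them higher in microsome. The paper does not report this comparison. With DESeq2's Wald test, 22 were higher in microsome, and with the shared deviation as a covariate, chosen after seeing the data, 212 were higher and 11 lower.

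In the tested genes, 1 library of each fraction deviated from the mean of its fraction in the same direction: cytosol replicate 1, microsome replicate 3, FP replicate 2 and MBP replicate 1. Across genes, the deviations of these 4 libraries correlated with r of 0.789 to 0.890, and the first component of all deviations held 78.3% of the variance within fractions. Each gene's score on this component had a Spearman rho of −0.744 with transcript length, so that short transcripts were higher in these libraries. In the 3772 shortest transcripts (median length 921), the median deviation was 0.54 in cytosol, 0.30 in microsome, 0.65 in FP and 0.38 in MBP on the log2 scale. In the 3697 longest (median length 3178) it was −0.47, −0.36, −0.47 and −0.38. In 4 of the 4 fractions the deviating library had the largest share of counts in its 100 most abundant genes, so a larger share of counts in a few genes goes with the pattern as well, though these genes did not hold most of the counts in any library. The rho with GC content was −0.232. The deviating library had the smallest total count, the test of library size, in 2 of the fractions. A single replicate number does not explain it, since the deviating libraries do not all carry the same number. The mean correlation of deviations of same-numbered libraries minus that of differently numbered ones was −0.228. This value mostly reflects which library of each fraction deviates, so it is not a separate test. Scores correlated with the MBP against FP change with r = −0.221, which goes against libraries exchanged between MBP and FP. An exchange between cytosol and FP or between microsome and MBP was not tested. Genes overlapping a gene on the opposite strand had a median score 0.060 interquartile ranges from the others. The pattern is consistent with a difference in RNA length or integrity between libraries of the same fraction, but it cannot be told apart from other sources that act by transcript length. The design gives no condition that differs within a fraction, so no biological explanation was tested.

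In cytosol relative to FP, 1471 transcripts were higher in cytosol and 4 were lower, a comparison the paper does not report. By the sample descriptions, cytosol RNA had a separate extraction, so a difference of procedure may contribute, and this was not tested. With the shared deviation as a covariate, 1853 were higher. The covariate sums to 0 within each fraction and cannot take up a difference between fractions, so the result cannot be told apart from the shared deviation by this fit. The log2 fold change had a rho of −0.025 with transcript length and of −0.113 with GC content across genes. Of the TMD transcripts, 407 (20.5%) were higher in cytosol, and those in the given part of the list made up 27.7% of the transcripts higher in cytosol. Their median log2 fold change was 0.64, while 95% of random lists matched on abundance and length had medians of 0.068 to 0.11. Membrane-bound RNA left in the cytosol fraction may therefore contribute. The 315 genes not annotated as protein coding had a median of 0.65, with 0.12 to 0.26 for 95% of the matched lists. Among them, 7 of 7 small nucleolar RNAs, 10 of 16 miRNA precursors and 41 of 86 other non-coding RNAs were higher in cytosol, against 7.53% of the protein-coding transcripts. Of the 193 long non-coding RNAs, the largest class, 20 (10.4%) were higher, with a median log2 fold change of 0.37, 1 of 3 small nuclear RNAs was higher (median 1.32), and 0 of 4 ribosomal RNAs (median 2.13) and 0 of 3 antisense RNAs (median 0.61) passed the thresholds. RNA of the cytosol fraction that is outside polysomes could give this second pattern for some of the classes. The libraries do not show from which part of the cell such RNA entered the fraction. Neither explanation was ruled out by its test, and the tests do not separate them for the transcripts as a set. TAS1A, TAS1B, TAS1C and TAS2, all higher in cytosol than FP, were lower in microsome than cytosol (log2 fold changes of −2.29 to −1.73). This argues against membrane-bound RNA for these 4 transcripts only. The count was 383 in a fit of only the 6 libraries compared, and only 30 transcripts passed the test against a fold change of 2.

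For the TMD transcripts, transcript length and GC content were also tested as sources of the median log2 fold change of 0.91 in MBP against FP. The middle 95% of 10000 random lists matched on abundance and length had medians of at most 0.029, and of at most 0.023 for lists matched on abundance and GC content, so neither accounts for the median.

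Of the 23 phasiRNA loci of Supplementary file 4, 22 were tested. None was higher in MBP than FP at the thresholds, 4 were lower and 18 were neither. The 4 lower ones are TAS loci without an annotated coding sequence. The log2 fold change was −1.86 (standard error 0.29, adjusted p = 6.0e-04) for TAS1A (AT2G27400), −1.08 (standard error 0.22, adjusted p = 0.0032) for TAS1B (AT1G50055), −1.56 (standard error 0.41, adjusted p = 0.015) for TAS1C (AT2G39675) and −1.50 (standard error 0.24, adjusted p = 7.4e-04) for TAS2 (AT2G39681). All 4 were also lower in microsome than cytosol and higher in cytosol than FP. Their depth was low, with means of 1.06 to 1.94 CPM in MBP. With each library left out in turn, TAS1A and TAS2 kept their calls, with ranges of −2.07 to −1.64 and −1.75 to −1.33, and TAS1B and TAS1C each lost theirs in 2 fits. With the test against a fold change of 2, TAS1B, TAS1C and TAS2 were not past the threshold. The 18 protein-coding loci had log2 fold changes of −0.56 to 0.48, and the 12 of them in the PPR family −0.32 to 0.42. The PPR genes have close paralogs, and the paper's methods exclude reads mapping to multiple positions. AT3G25795, the remaining non-coding locus, had 0 to 7 counts per library and was not tested.

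Of 14 further genes that the paper names by symbol, 13 were tested, and AMP1 (AT3G54720) was the 1 past the thresholds, with 20.4 ± 1.67 CPM in MBP and 5.21 ± 2.19 in FP (SD, n = 3 each) and a log2 fold change of 1.96 (standard error 0.36, adjusted p = 0.0017). TAS3 (AT3G17185) had a log2 fold change of −1.60 (standard error 0.61, adjusted p = 0.072) and was not past the threshold. In microsome against cytosol it was lower, at −1.96 (standard error 0.60, adjusted p = 0.036). CUC1 (AT3G15170) had 1 to 6 counts per library and was not tested. GPX1 (AT2G25080) and RBCS1B (AT5G38430), whose identifiers a figure of the paper shows, had log2 fold changes of −0.29 (standard error 0.12, adjusted p = 0.084) and −0.60 (standard error 0.47, adjusted p = 0.38).

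The paper names Supplementary file 3.1 as the top varying transcripts. The 1995 transcripts given of it run from AT1G01010 to AT1G28390, and 92.9% of the 2107 tested transcripts in this range are among them, where 5000 transcripts would make up 26.5% of those tested. Of the listed transcripts, 25.4% were among the 5000 most varying here, and of the tested transcripts in the range 25.8%. The part given is consistent with a list in identifier order of nearly all expressed transcripts. The part not given was not analysed here.

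The highest MBP value of the miRNA targets in Supplementary file 3.3 is 753 FPKM, the paper's value, which is 9.56 on the log2 scale and 6.62 as a natural logarithm. The highest FP value is 616 FPKM, 9.27 and 6.42. Read by eye, no point of Figure 3E lies as high as these log2 values on either axis, so the axes may show natural logarithms in place of log2. The ratio of MBP to FP does not depend on the scale.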
